# *FLI1* enhances the malignant phenotype of glioma cells and exerts immunomodulatory effects through feedback crosstalk with exonic circRNA *FECR1* and interferon-induced *ISG15*

**DOI:** 10.3892/ijmm.2026.5912

**Published:** 2026-07-01

**Authors:** Xue Wen, Xiaoyi Gu, Xu Yan, Naifei Chen, Lei Zhou, Hui Li, Andrew R. Hoffman, Wei Li, Ji-Fan Hu, Jiuwei Cui

**Keywords:** FLI-1, ISG15, glioma, epigenetics, immunoregulatory, feedback circuitry

## Abstract

Gliomas comprise a group of common primary brain tumors with a high degree of malignancy and a poor prognosis. There are currently no targeted therapeutics for glioma in clinical practice. The present study revealed a novel crosstalk circuitry mechanism that contributes to the overexpression of Friend leukemia virus integration 1 (*FLI1*) in glioma. *FLI1*, a member of the ETS transcription factor family, was upregulated in glioma and its expression was associated with malignant phenotype and poor prognosis of the disease. Notably, aberrant *FLI1* expression in glioma was regulated by its exonic circRNA *FECR1* through a positive feedback mechanism. *FLI1* knockdown suppresses tumor phenotypes of glioma cells. Using RNA-seq and Co-IP assays, the present study identified interferon-stimulated gene 15 (*ISG15*), a paracrine factor known to reprogram the tumor immunosuppressive microenvironment, as a new molecular target of *FLI1* in glioma. *FLI1* coordinated with *ISG15* to suppress immune function, including the secretion of the cytokines perforin, IFN-γ, TNF-α and IL2 from T cells, as well as perforin from γδ T cells. Mechanistically, *FLI1* bound to the *ISG15* promoter regulatory elements, where it activates the *ISG15* gene by orchestrating an active intrachromosomal spatial loop with characteristic DNA hypomethylation and histone H3K9 and H3K27 acetylation. As a downstream target, ISG15 also participated in a positive feedback loop with FLI1 by enhancing its stability from ubiquitination-induced degradation. Thus, targeting this *FLI1*-*ISG15* feedback circuitry may provide a novel strategy to develop therapeutics for gliomas.

## Introduction

Gliomas are a type of primary neurological tumor of the brain. Among these tumors, glioblastoma is classified as a grade IV glioma by the World Health Organization and is the most malignant type, with a median overall survival of ~15 months and a 5-year survival rate of <10% despite aggressive treatment (1,2). Surgical resection, chemotherapy and radiotherapy are currently the established treatments (3). However, glioblastomas reside in a highly immunosuppressed microenvironment and are therefore susceptible to recurrence and metastasis (1). Since there are currently no effective targeted therapeutics for glioblastoma, there is an urgent need to find new molecular targets to improve therapeutic efficacy and prolong the survival of patients with glioblastoma.

Friend leukemia virus integration 1 (*FLI1*) is a member of the *E26* transformation-specific transcription factor family (4). *FLI1* plays an important role in regulating the self-renewal and differentiation of hematopoietic stem cells (5). Abnormally high *FLI1* expression can induce the development of erythroleukemia and play a key driving role in hematological tumor development (6,7). Previous studies have reported that in addition to hematopoietic malignancies, *FLI1* is also abnormally expressed in a variety of solid tumors, including Ewing's sarcoma (8), small cell lung cancer (SCLC) (9) and breast cancer (10,11). In highly invasive SCLC cell lines, *FLI1* knockdown can promote apoptosis, induce inhibition of cell proliferation and increase tumor colony formation and tumorigenicity *in vivo* (12).

*FLI1* also plays a key role in modulating the tumor immune microenvironment, which has a profound impact on tumor growth, invasion, metastasis and treatment response. For example, *FLI1* is involved in immune regulation in breast cancer (13). CXCL13, a chemokine derived from B cells and regulatory T cells, is upregulated in macrophages due to *FLI1* deficiency, leading to immune activation in tissue fibrosis, vasculopathy and systemic sclerosis (14). *FLI1* depletion increases the proportion of Th2- and Th17-like Tregs in bleomycin-induced skin fibrosis (15). Its potential as an immune target has previously been examined (13-15). These findings suggest that *FLI1* may prove to be a potential therapeutic target for a variety of malignant neoplasms. However, the specific role of *FLI1* in the development of gliomas, including its immunomodulatory function, has not been examined.

However, the specific role of *FLI1* in glioma progression remains unclear. The present study aimed to elucidate the upstream regulatory circuitry of *FLI1* and identify its key downstream effectors, with a specific focus on Interferon-stimulated gene 15 (*ISG15*). As a pivotal type I IFN-stimulated paracrine factor, *ISG15* plays a critical role in modulating the tumor microenvironment (16-19). By integrating RNA sequencing (RNA-seq), co-immunoprecipitation (Co-IP), and comprehensive molecular assays, the present study characterized the epigenetic mechanisms by which *FLI1* regulates *ISG15*. Furthermore, the potential feedback loops between *FLI1* and *ISG15* as well as their crosstalk on the regulation of T cell-mediated immune responses were investigated, thus providing a theoretical basis for novel glioma therapeutics.

## Materials and methods

### Cell lines, antibodies and reagents

The human glioblastoma (U251MG) cell lines and viral packaging 293T cells were obtained from the Shanghai Institute of Cell Biology at the Chinese Academy of Sciences. The human glioblastoma cell line U87MG, obtained from Beijing Solarbio Science & Technology Co., Ltd. (cat. no. SCC-112411), is an ATCC version, which is derived from a glioblastoma of unknown origin. The identity of the cell line was confirmed by short tandem repeat profiling. All cells were cultured in DMEM) supplemented with 10% fetal bovine serum (Gibco; Thermo Fisher Scientific, Inc.), 100 U/ml streptomycin and 100 U/ml penicillin (Hanbio Biotechnology Co., Ltd.) at 37°C with 5% CO_2_ in a humidified atmosphere.

The following antibodies were used: FLI1 (cat. no. ab133485, Abcam; cat. no. MA1-196; Thermo Fisher Scientific, Inc.), ISG15 (cat. no. ab285367; Abcam), PI3 Kinase (C73F8) (cat. no. 4249S; Cell Signaling Technology Inc.), Akt (cat. no. 4691S; Cell Signaling Technology Inc.) and Akt phosphorylated on serine 473 (phospho-Akt [Ser473]) (cat. no. 4060S, Cell Signaling Technology Inc.), phospho-c-Raf (Ser259) (cat. no. 9421S; Cell Signaling Technology Inc.), MEK1 (cat. no. SC-6250; Santa Cruz Biotechnology, Inc.), phospho-MEK1/2 (Ser217/221) (cat. no. 2926S, Cell Signaling Technology Inc.), ERK1 (cat. no. SC-94, Santa Cruz Biotechnology, Inc.), p-ERK1/2 (cat. no. 9106S; Cell Signaling Technology Inc.), P38MAPK (D13E1) (cat. no. 4511S; Cell Signaling Technology Inc.), P-P38 (Thr180/tyr182) (cat. no. 4937s; Cell Signaling Technology Inc.), Caspase 8 (Asp391) (cat. no. 9496S; Cell Signaling Technology Inc.), P27 (cat. no. SC-528; Santa Cruz Biotechnology, Inc.), β-Actin (cat. no. AA128; Beyotime Biotechnology), HRP-labeled goat anti-mouse IgG (H+L) (cat. no. A0216; Beyotime Biotechnology) and HRP-labeled goat anti-rabbit IgG (H+L) (cat. no. A0208; Beyotime Biotechnology).

The JetPRIME transfection reagent (Polyplus-transfection SA) was used for transient transfection of DNA and short interfering RNA (siRNA) into glioblastoma cells, respectively. The siRNA sequences are shown in Table SI. To knockdown the target gene, the present study employed a siRNA pool strategy by transfecting a mixture of multiple siRNAs targeting the same gene, rather than using individual siRNAs. The western blotting data confirmed that the siRNA pool effectively silenced the target gene in the experimental setting. Cells for Transwell assays were seeded into the upper chamber of a 24-well-transwell unit with 8 m pores (cat. no. 3422, Corning, Inc.) coated with Matrigel (cat. no. 356234; BD Biosciences).

### Construction of plasmids and viral transfection

Two short hairpin RNAs (shRNA) against *FLI1* or *ISG15* mRNA were inserted into the lentiviral vector (plasmid no. 8453; Addgene, Inc.). The shRNA sequences are shown in Table SII. Two single-guide RNAs (sgRNA; FLL1-1: GCC TCG GGG AGT CCT GAC TA; FLL1-2: CAG TGA GGG TCA ACG TCA AG), designed to target exon 2, were inserted into the lenti CRISPR V2 vector (plasmid no. 52961; Addgene, Inc.). The plasmid overexpressing the full length *FLI1* coding sequence was constructed into the pLVX-Puro-EGFP-FLAG vector. After confirmation by DNA sequencing, the lentiviruses were packaged in 293 cells using Jet PRIME transfection reagent (cat. no. 101000046; Polyplus). For lentivirus packaging, 293 cells were seeded in 6-well plates and transfected with 1 *µ*g of each lentiviral plasmid and packaging plasmids following the protocol provided by the manufacturer. The virus-containing supernatants were collected 48 and 72 h post-transfection, and concentrated with Centrifugal Filter Units (Amicon Ultra-15; MilliporeSigma). Glioblastoma cells in six-well plates were infected with lentiviruses using polybrene (8 ug/ml). At 3 days post-infection, glioblastoma cells were selected by puromycin. After puromycin selection, mixed stable cells were collected for each group and were used for gene analysis by reverse transcription-quantitative PCR (RT-qPCR) and western blot analysis.

### RNA isolation and RT-qPCR quantitation

U87MG and U251MG cells were washed twice with cold PBS, detached using 0.25% trypsin-EDTA and collected by centrifugation at 800 × g for 5 min at 4°C. Cells (1×10^7^ cells per group) were immediately lysed using TRI reagent^®^ (cat. no. T9424; MilliporeSigma). The extracted total RNA was stored at -80°C. cDNA was synthesized using RNA reverse transcriptase (Shanghai Yeasen Biotechnology Co., Ltd.) and target amplification was performed with a Bio-Rad Thermol Cycler. PCR of 1 cycle at 95°C for 2 min, 32 cycles at 95°C for 15 sec, 60°C for 15 sec and 72°C for 15 sec and 1 cycle at 72°C for 10 min. qPCR was performed using SYBR GREEN PCR Master (Shanghai Yeasen Biotechnology Co., Ltd.); the Cq values of target genes were assessed by qPCR in triplicate using a sequence detector (Bio-Rad 384; Bio-Rad Laboratories, Inc.) and were normalized over the Cq of the β-Actin control (20). Primers used for PCR quantitation are listed in Table SIII.

### Glioma tissue samples

The study was approved by the Research Ethics Committee of the First Hospital of Jilin University (Changchun, China; approval no. 2024-1276). A waiver of informed consent was obtained from the ethics committee as the formalin-fixed and paraffin-embedded tissues of glioma samples were obtained from the biological sample library of the First Hospital of Jilin University (Changchun, China). The pathological diagnosis was made in accordance with the histological classification of tumors developed by the World Health Organization. Inclusion criteria were: Patients with histologically or cytologically confirmed glioma; age ≥18 years, regardless of sex and a BMI between 19 and 28 kg/m^2^ (inclusive). Exclusion criteria were: Patients with uncontrolled infections; patients positive for HIV, active hepatitis B (HBsAg-positive and HBV-DNA-positive) or hepatitis C (HCV antibody-positive); and those who had participated in other drug clinical trials.

### Immunohistochemical staining

Expression of genes in tumor samples was evaluated by immunohistochemical staining as previously described (21). Briefly, tissue slides were deparaffinized, rehydrated, and incubated in 3% hydrogen peroxide for 15 min at room temperature to block endogenous peroxidase activity. The slides were incubated with primary polyclonal antibodies, including rabbit anti-FLI1 monoclonal antibody (1:140; cat. no. ab133485; Abcam) and rabbit anti-ISG15 monoclonal antibody (1:500; cat. no. ab285367; Abcam) at 4°C overnight. After washing with PBS, the slides were incubated with an HRP-conjugated goat anti-rabbit IgG (H+L) secondary antibody (1:5,000; cat. no. P0948; Beyotime Biotechnology) at room temperature for 1 h. The *FLI1* and *ISG15* signals were visualized using a HRP DAB Detection kit. The abundance of *FLI1* and *ISG15* was quantitated by immunoreactivity scoring as evaluated by two independent investigators. The pathological diagnosis was based on the 5th edition of World Health Organization (WHO) Central Nervous System (CNS) tumor classification (2).

### Western blot analysis

U87MG and U251MG cells were lysed in the RIPA lysis buffer (cat. no. P0013B; Beyotime Biotechnology) freshly supplemented with the protease inhibitor cocktail and 1 mM PMSF on ice. The lysates were centrifuged at 12,000 × g for 15 min at 4°C, and the supernatants were collected. Protein concentration was determined using the BCA Protein Assay Kit (cat. no. P0012; Beyotime Biotechnology). The samples were then mixed with 1 × SDS-PAGE loading buffer and boiled at 95°C for 10 min. A total of 30 *µ*g of protein per sample was resolved by 10% SDS-PAGE and then transferred to a PVDF membrane. The PVDF membranes were blocked with Blocking Buffer (cat. no. P0023B; Beyotime Biotechnology) at room temperature for 1 h, followed by incubation with primary antibodies (FLI1, ISG15, PI3K, Akt, MEK1, ERK1 and p38 MAPK at 1:1,000; Flag and β-Actin at 1:3,000) overnight at 4°C. After washing 3 times with TBS-Tween (TBS containing 0.1% Tween-20; TBST), the membranes were incubated with HRP-labeled goat anti-mouse IgG (H+L) (1:3,000; cat. no. A0216; Beyotime Biotechnology) or HRP-labeled goat anti-rabbit IgG (H+L) (1:3,000; cat. no. A0208; Beyotime Biotechnology) at room temperature for 2 h. Signals were visualized using SuperSignal West Pico PLUS (cat. no. 34580; Thermo Fisher Scientific Inc.) and images were captured using a gel imaging system. Due to limited lanes in Western gel, total and phosphorylated proteins, including MEK and p-MEK, were measured on separate gels. To ensure comparability, all the blots for total protein and phosphorylated protein were run concurrently on separate gels using the same amount of protein and identical electrophoresis/western blotting conditions. Moreover, the sample order on each gel is strictly aligned (one-to-one correspondence). For each experimental run, the present study included loading controls (β-Actin). The quantification and normalization were performed strictly within each individual blot. However, despite extensive optimization, the total C-RAF antibody consistently produced non-specific signals, preventing a clear and interpretable result from being obtained. As a result, only the data for p-C-RAF are shown. For the p-C-RAF assay, all blots presented (p-C-RAF and loading control) were derived from the same experimental run.

### Integration of RNA-Sequencing (RNA-seq) and binding proteins data

To identify FLI1-associated target molecules, total RNA was extracted from FLI1-knockdown (shFLI1) and control (pGreen) cells using TRI reagent^®^ (cat. no. T9424; MilliporeSigma). The quality and integrity of the RNA were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.) with an RNA 6000 Nano Kit. Only RNA samples with an RNA Integrity Number (RIN) ≥7.0 were used for subsequent library construction. Sequencing libraries were constructed by BGI Genomics using the MGIEasy RNA Library Prep Kit. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature. First-strand cDNA was synthesized using random hexamer primers, followed by second-strand cDNA synthesis. The library fragments were purified, end-repaired, A-tailed and ligated with adapters. The products were then purified and enriched by PCR to create the final cDNA library. The library quality was assessed using the Agilent Bioanalyzer 2100 system. The libraries were sequenced on the DNBSEQ-T7 platform (MGI Tech Co., Ltd.) by BGI Group. The sequencing was performed using the DNBSEQ-T7 RS Reagent Kit (cat. no. 1000020036; MGI Tech Co., Ltd.) to generate 150 bp paired-end reads. The final library loading concentration was 100-200 pM, quantified by Qubit dsDNA HS Assay Kit and qPCR. Raw sequencing reads were processed to remove adapters and low-quality reads. Clean reads were aligned to the human reference genome GRCh38/hg38 using HISAT2 (v2.1.0; http://ccb.jhu.edu/software/hisat2). Gene expression levels were calculated as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) using StringTie (v1.3.4d; https://ccb.jhu.edu/software/stringtie). Differentially expressed genes between shFLI1 and pGreen groups were identified using the DESeq2(v1.34.0; https://bioconductor.org/packages/release/bioc/html/DESeq2.html) R package. Differentially expressed RNAs were calculated as the log2-transformed (shFLI1/pGreen) gene expression values (Fold Change). The Kyoto Encyclopedia of Genes and Genomes (22) (KEGG; https://www.genome.jp/kegg/) pathway analysis (KEGG_PATHWAY) were performed by using HIPLOT (https://hiplot.com.cn; accessed on 22 March 2024). FLI1-binding proteins were mapped by FLI1 pull-down mass spectrometry sequencing in U87MG and U251MG (Shanghai Zhongke New Life Biotechnology Co., Ltd.). IgG was used as the control. The target molecules were merged with the RNA-seq and FLI1-binding proteins data using the VENN program (https://jvenn.toulouse.inrae.fr/app/example.html). Venn diagrams were used to visualize the overlap molecules between the datasets. The overlapping molecules identified by the datasets were chosen for further functional characterization.

### RNA FISH

RNA *in situ* hybridization was performed using specific fluorescent probes targeting the back-splice junction of exonic circRNA FECR1 (Probe sequence: 5′-Cy3-GAC AGA GCC UCU UUC CCU GAG G-3′; Guangzhou RiboBio Co., Ltd.). U87MG and U251MG cells were grown to the exponential phase and were 50 to 60% confluent at the time of fixation in 4% paraformaldehyde at room temperature for 10 min. Subsequently, permeabilization was performed using 0.5% Triton X100 for 10 min at 4°C. After prehybridization (1xPBS/0.5% Triton X-100), cells were hybridized in hybridization buffer with 20 nmol/l probes specific to FECRs at 37°C overnight. For nuclear counterstaining, cells were incubated with DAPI for 10 min. The images were acquired on a FV3000 confocal microscope (Olympus Corporation).

### Chromatin RNA in situ reverse transcription (CRIST) assay

A CRIST assay (23,24) was modified to identify *FECR1* binding to *FLI1*. Specifically, cells were cross-linked with 2% formaldehyde and lysed with hypotonic buffer (10 mM Hepes, pH 7.9, 1.5 mM MgCl2, 10 mM KCl, 0.4% NP-40, RNase inhibitor 100 U/ml, 1x protease inhibitors). Nuclei were suspended in 1x reverse transcription buffer. RT was performed using *FECR1*-specific antisense primers (AGT CCC TTT CTC CGA GAC AGC C) and biotin-dCTP. To reduce non-specific reaction, the transcription was performed with Maxima Reverse Transcriptase (Thermo Fisher Scientific, Inc.) at 65°C for 50 min. The reaction was stopped by adding 4 *µ*l 0.5 M EDTA. After nuclear lysis, the chromatin complex was subjected to sonication on ice. The biotin-FECR1 cDNA/chromatin DNA complex was pulled down with biotin-streptavidin magic beads (Invitrogen; Thermo Fisher Scientific, Inc.). After reversing the cross-links and washing with 10 mg/ml proteinase K at 65°C for 2 h and treatment with 0.4 *µ*g/ml RNase A at 37°C for 30 min, the genomic DNA that interacts with the circular RNA was extracted and analyzed by PCR and agarose gel electrophoresis. Primers used for PCR are listed in Table SIV.

### Coimmunoprecipitation (co-IP)

U87MG and U251MG cells were subjected to lysis at 4°C using a lysis buffer containing 25 mM Tris-HCl, pH 7.5, 1% NP-40, 150 mM NaCl, 1 mM EDTA and 5% glycerin. Following centrifugation (12,000 × g; 4°C; 20 min), the supernatant underwent overnight immunoprecipitation at 4°C using anti-Flag antibody (cat. no. F3165; MilliporeSigma; 5 *µ*g), anti-FLI1 antibody (5 *µ*g; cat. no. ab133485; Abcam), anti-ISG15 antibody (5 *µ*g; cat. no. ab285367; Abcam), and normal IgG (5 *µ*g; cat. no. ab172730; Abcam). Next, the lysate (500 *µ*g of protein per IP reaction) was incubated with Pierce protein A/G Magnetic Beads (cat. no. 88802, Thermo Fisher Scientific, Inc.), the immunoprecipitated complexes were isolated using a magnetic separator and washed 5 times with lysis buffer containing 25 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1 mM EDTA and 5% glycerin. The complexes were eluted by adding 1x SDS-PAGE loading buffer and boiling at 95°C for 10 min. The eluates were then evaluated via western blotting.

### Immunofluorescence

U87MG or U251MG cells were grown to the exponential phase and were 50 to 60% confluent at the time of fixation in 4% paraformaldehyde at room temperature for 10 min. Subsequently, permeabilization was performed using 0.5% Triton X100 for 10 min at 4°C. Finally, the cells were dried on slides. After these steps, the cells were treated with 1% BSA in PBS for blocking at room temperature for 1 h and subsequently incubated with antibodies against ISG15 (cat. no. ab285367; Abcam) diluted 1:100 in PBS. Following overnight incubation at 4°C, the cells were incubated with fluorescent secondary antibodies conjugated with Alexa Fluor 555 (cat. no. A-31570; Invitrogen; Thermo Fisher Scientific, Inc.) for 1 h at room temperature. The cells were then stained with DAPI at room temperature for 10 min, washed with PBS and fixed on slides. Images were acquired with an FV3000 confocal microscope (Olympus Corporation).

### Molecular docking

We performed molecular docking using HADDOCK to predict the binding interface between FLI1 and ISG15. The acquisition of protein structures was obtained by downloading full-length three-dimensional structure files from the UniProt database (https://www.uniprot.org/). Next, the prediction of interacting amino acid residues resulted from protein-protein docking simulations that were performed using HADDOCK. The resulting complex models were submitted to PDBePISA (https://www.ebi.ac.uk/pdbe/pisa/) to identify specific interfacial amino acid residues and to calculate the binding energy. Finally, the docking results were visualized and rendered as 3D structural models using PyMOL software, version 2.5.10 (Schrödinger, LLC).

### Isolation and culture of human primary activated T cells and γδ T cells

Both human primary activated T cells and γδ T cells were isolated from commercial peripheral blood mononuclear cells (PBMCs) purchased from Shunlitong Pharmaceutical Technology Co., a subsidiary of Miaoshun (Shanghai) Biotechnology Co., Ltd. The cells were approved by the Research Ethics Committee with the approval no. 2023-12. Human primary T cells (CD3+) were purified from human PBMCs using the MagniSort™ Human CD3 Positive Selection Kit (cat. no. 8802-6830-74; Thermo Fisher Scientific, Inc.) according to the manufacturer's instructions. The sorted cells were cultured in T-cell specific medium and stimulated for activation and proliferation using anti-CD3/anti-CD28 antibody-conjugated magnetic beads and recombinant human IL-2 (300 IU/ml). For γδ T cell expansion, PBMCs isolated from healthy donors served as the starting material. Cells were stimulated with zoledronic acid combined with recombinant human IL-2 (500-1,000 IU/ml) to induce selective activation and expansion of γδ T cells.

### Flow cytometry

For surface staining, both human primary activated T cells and human primary activated γδ T cells were incubated with APC-anti-human CD3+ antibody (cat. no. 372706; BioLegend, Inc.), FITC-anti-human Vγ9 TCR antibody (cat. no. 555732; BD Biosciences) and FITC-anti-human CD56 antibody (cat. no. 304604; BioLegend, Inc.), at 25°C for 20 min in 1x PBS buffer. For intracellular staining, cytokine staining was performed on human primary activated T cells and human primary activated γδ T cells utilizing the BD Cytofix/Cytoperm Fixation/Permeabilization Solution Kit with BD GolgiPlug (cat. no. 555028; BD Biosciences) with PE-anti-human Granzyme B antibody (cat. no. 561142; BD Biosciences), PE-anti-human Perforin antibody (cat. no. 353304; BD Biosciences), PE-anti-human IFN-γ antibody (cat. no. 502509; BD Biosciences) PE-anti-human IL-2 antibody (cat. no. 554566; BD Biosciences) and PE-anti-human TNF-α antibody (cat. no. 502909; BD Biosciences). Following staining, the cells were washed with buffer before being analyzed with a BD FACS Aria II flow cytometer (BD Biosciences). The data were analyzed utilizing version 10 of FlowJo software (Tree Star, Inc.).

### Chromatin immunoprecipitation (ChIP) assay

ChIP assay was used to identify *FLI1* binding in the *ISG15* promoter and to quantify histone modifications as previously described (25). Briefly, 1.0×10^7^ cells were fixed with 2% formaldehyde at room temperature for 10 min and lysed with hypotonic buffer (10 mM Hepes, pH 7.9, 1.5 mM MgCl2, 10 mM KCl, contain 0.4% NP-40, supplemented with protease inhibitors). Nuclei were collected, suspended in sonication buffer (50 mM Tris-HCL pH 7.4, 2.5 mM EDTA, 0.5% SDS, supplemented with protease inhibitors) and then sonicated for 180 sec (10 sec on and 15 sec off) on ice with a sonicator with a 2-mm microtip at 33% output control. The sonicated chromatin was collected by centrifugation (12,000 × g; 4°C; 20 min), aliquoted and stored at -80°C. Protein A/G Magnetic Beads and a specific anti-FLI1 (cat. no. MA1-196; Thermo Fisher Scientific Inc.), anti-Acetyl-histone H3 (Lys9) and anti-Acetyl-histone H3 (Lys27) antibody (Cell Signaling Technology Inc.) were incubated with rotation for 30 min at room temperature. The sonication supernatant and beads were incubated with antibody at 4°C on a rotating rack overnight. For the ChIP assay, *BCL2*, a key gene controlled by *FLI1*, was used as the positive control in the *FLI1* binding assay. Anti-IgG was used as the ChIP control in parallel with testing samples. Precipitated DNA was subjected to qPCR and expressed as fold-enrichment compared to the IgG chromatin input. Human primers used for ChIP assay are listed in Table SV.

### Chromosome conformation capture (3C)

3C assays were performed to determine long-range intrachromosomal interactions as previously described (26). Briefly, target cells were cultured to 90% confluence (1.0×10^7^), cells were cross-linked with 2% formaldehyde at room temperature for 10 min and lysed with hypotonic buffer (10 mM Hepes, pH 7.9, 1.5 mM MgCl2, 10 mM KCl, contain 0.4% NP-40, supplemented with protease inhibitors). Nuclei were collected and suspended in 1x restriction enzyme buffer. An aliquot of nuclei (1×10^6^) was digested with 300U of restriction enzyme *MboI* at 37°C overnight. After stopping the reaction by adding SDS and incubating the mixture at 65°C for 20 min, chromatin DNA was diluted with NEB ligation reaction buffer; 2 *µ*g DNA was ligated with 2000U of T4 DNA ligase (New England BioLabs, Inc.) at 16°C for 4 h and then at room temperature for 30 min (final DNA concentration, 2.5 *µ*g/ml). After treatment with 10 mg/ml proteinase K at 65°C for 4-16 h or overnight to reverse cross-links and with 0.4 *µ*g/ml RNase A for 30 min at 37°C, DNA was extracted with dBIOZOL Genomic DNA Extraction Reagent (BSC16M1; Hangzhou Borui Technology Co., Ltd.) and detected by PCR amplification of the ligated DNA products. 3C PCR products were cloned and sequenced to validate the intrachromosomal interactions by assessing the presence of the *MboI* ligation site. The 3C interactions were quantitated by qPCR and standardized over the 3C ligation control. For comparison, the relative 3C interaction was calculated by setting the control as 1. Human primers used for 3C assay are listed in Table SVI.

### DNA methylation analysis

Genomic DNA was collected from cells using dBIOZOL Genomic DNA Extraction Reagent (BSC16M1; Hangzhou Borui Technology Co., Ltd.) following the manufacturer's instructions. DNA was treated with EZ DNA Methylation-Gold™ Kit (Zymo Research Corp.), and PCR was performed using DNA methylation-specific primers designed for the promoter of *ISG15* site (Table SVII). To examine the status of DNA methylation at every CpG site, the amplified PCR DNAs were cloned into pJET1.2/blunt cloning vector (cat. no. K1231; Thermo Fisher Scientific, Inc.) and transformed into Trans10 Chemically Competent Cell. Plasmid DNA was collected by Wizard^®^ Plasmid DNA Purification kit (cat. no. A1223; Promega Corporation) and sequenced.

### Statistical analysis

The experimental data are presented as mean ± SD and were derived from at least three biological replicates. Statistical analyses were performed using GraphPad Prism v7.0 (GraphPad Software; Dotmatics). Unpaired two tailed Student's t-tests or one-way ANOVA (Bonferroni post hoc test) were used for comparison among groups. The level of significance was indicated as ^*^P<0.05, ^**^P<0.01 and ^***^P<0.001, unless stated otherwise.

## Results

### FLI1 correlates with a malignant phenotype and poor prognosis of glioma

*FLI1* is an oncogenic driver in hematological malignancies, but its role in solid tumors remains to be characterized. To determine the role of *FLI1* in glioma, the present study first analyzed the expression of *FLI1* in tumor samples from patients with glioma using the TCGA and GEPIA databases. Analysis revealed that *FLI1* was significantly upregulated in glioma tumor tissues (n=163) as compared with normal tissues (n=207) (Fig. 1A). Moreover, *FLI1* was positively associated with the histological grade of glioma (Fig. 1B). The TCGA and GEPIA databases did not have the treatment data available for stratified survival analyses. Thus, the present study used its available data to perform the comparative analyses for IDH mutation and 1p/19q co-deletion molecular subtypes. Analysis revealed that *FLI1* expression levels inversely correlated with glioma prognosis at the molecular subtype level. *FLI1* expression was significantly higher in poor-prognosis glioblastomas (*IDH*-wildtype, *1p/19q* non-co-deletion) when compared with that in favorable-prognosis oligodendrogliomas (*IDH*-mutant, *1p/19q* co-deletion; Fig. 1C and D). The abnormally high expression of *FLI1* was associated with a malignant phenotype and poor prognosis of glioma (Fig. 1E). Furthermore, immunohistochemical staining of *FLI1* oncoprotein showed the most abundant FLI1 in grade IV glioblastoma (Fig. 1F; red arrows).

### Aberrant FLI1 expression in glioblastoma cell line is regulated by its exonic circRNA FECR1 through a positive feedback mechanism

Using a chromatin RNA *in situ* reverse transcription sequencing (CRIST-seq) approach (23,24), we previously identified the *FLI1* exonic circRNA *FECR1* as a positive feedback regulator that activates *FLI1* in breast cancer using a cis epigenetic mechanism (11). The present study thus explored whether this regulatory mechanism was also involved in the aberrant expression of *FLI1* in glioblastoma cells (Fig. S1A). Analysis revealed that exonic circRNA *FECR1* was expressed in U87MG cells. Sequencing showed that exonic circRNA *FECR1* was generated by reverse splicing of *FLI1* exons 4-2-3 (Fig. S1B). Fluorescence *in situ* hybridization showed that exonic circRNA *FECR1* was present in both the nucleus and the cytoplasm (Fig. S1C).

Using an RNA reverse transcription-associated trap (RAT) assay, the present study found that exonic circRNA *FECR1* interacted with the *FLI1* promoter (Fig. S2A, P1 and P2 sites), where it upregulated the gene through a positive feedback mechanism (23,24). Using gain- and loss-of-function assays, the present study found that exonic circRNA *FECR1* altered *FLI1* expression. After exonic circRNA *FECR1* overexpression (Fig. S2B, left panel), FLI1 protein was significantly upregulated as quantitated by western blotting (Fig. S2B, right panel). By contrast, exonic circRNA *FECR1* knockdown (Fig. S2C, left panel) significantly reduced FLI1 protein levels in glioblastoma cells (Fig. S2C, right panel). Thus, *FLI1* was upregulated by its exonic circRNA *FECR1* through a positive feedback mechanism in glioblastoma cells.

### Knockdown of FLI1 suppresses the tumor phenotypes of glio-blastoma cells

Next, the role of *FLI1* in glioblastoma cells was examined using *FLI1* shRNA and CRISPR Cas9-gRNA targeting (9). Using RT-qPCR and western blot analysis, the present study found that both shRNA (Fig. 2A and B) and Cas9 targeting (Fig. S3A) effectively decreased *FLI1* mRNA and oncoprotein production in two treated glioblastoma cell lines (U87MG and U251MG). *FLI1* depletion suppressed the malignant phenotype of U87MG and U251MG cells, including cell proliferation (Figs. 2C and S3B), migration (Fig. 2D), invasion (Figs. 2E-2F) and colony formation (Figs. 2G and H, S3C and D).

The present study further examined whether *FLI1* affected apoptosis in glioblastoma. Annexin V/7-AAD staining followed by flow cytometry was used to detect apoptosis. The proportion of apoptotic cells was significantly increased after *FLI1* shRNA knockdown in both U87MG cells and U251MG cell lines (Fig. 2I and J). Similar data were also obtained when *FLI1* was knocked down with CRISPR Cas9-gRNA (Fig. S3E and F). These results indicate that *FLI1* enhances survival and inhibits apoptosis in glioblastoma cells.

### Functional genomics identifies the FLI1 downstream pathways essential for the tumor phenotypes of glioblastoma cells

Having identified the tumor-promoting role of *FLI1* in glioblastoma cells, the present study investigated the downstream molecular pathways that influence the biological behavior of glioblastoma cells. 

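The data comprised 4 RNA-seq libraries from U87MG and U251MG cells, which are established human glioblastoma cell lines. In each cell line, 1 library came from control cells and 1 from cells infected with lentivirus carrying shRNA against *FLI1* (shFLI1). The control is an empty vector (pGreen) in the treatment labels, pGreen cells in the paper's methods and shControl in the sample titles. With 1 library per arm in each cell line, a difference within a cell line has no replicate check, and the intervals given for single genes cover counting error only. The paper lists 2 shRNA targets in *FLI1*, which lies on chromosome 11 of GRCh38 from 128685132 to 128813267 (Entrez gene 2313). The target CCCATGAACTACAACAGCTAT lies at 128768182 to 128768202, in exon 3 of the Ensembl canonical transcript, and the target CCCTTCTGACATCTCCTACAT lies at 128810772 to 128810792, in exon 9. Both are within the coding sequence, and neither had an exact match in an annotated transcript of another gene (0 genes for each). Partial matches were not searched, so effects on other genes are not ruled out. The paper's text and the sample labels do not say which target the sequenced cells carried.

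The authors purified mRNA with poly-T beads, aligned the reads to GRCh38 with HISAT2 and computed FPKM (fragments per kilobase of transcript, scaled to the mapped reads of the library) with StringTie. Their deposited table gives, for each of 185042 linear RNAs, an estimated read count that need not be whole and an FPKM. The counts were summed over the RNAs of each gene identifier, giving 46660 identifiers, and rounded to whole numbers. The summed counts were 12229780 for U87MG control, 21250153 for U87MG shFLI1, 18108612 for U251MG control and 28891055 for U251MG shFLI1. The shFLI1 library was thus 1.74 times as deep as the control library in U87MG and 1.60 times as deep in U251MG, so low-abundance genes were counted with more precision in shFLI1 than in control cells. Counts were scaled by the TMM method of edgeR, with factors of 0.936, 1.05, 0.984 and 1.04 in the same order, and log2 fold changes were taken on log2 CPM (counts scaled to a common library size) with a prior count of 2.

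*FLI1* itself had 107 counts in U87MG control and 52 in U87MG shFLI1, or 9.34 and 2.34 CPM, a log2 fold change of -1.95 (95% Clopper-Pearson interval -2.51 to -1.51). In U251MG it had 216 counts in control and 111 in shFLI1, or 12.1 and 3.71 CPM, a log2 fold change of -1.68 (95% interval -2.05 to -1.37). The targeted gene was therefore lower in both libraries labelled shFLI1, with 25.8% of the control level in U87MG and 31.2% in U251MG. The choice that moved these values most was the use of the authors' FPKM on the log2(value + 1) scale, which gave -1.14 in U87MG and -1.17 in U251MG.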

RNA-seq was performed in glioblastoma cells after *FLI1* knockdown. 

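A gene was called when its 2 libraries in a cell line differed by more than 2-fold and a two-sided exact binomial test on its reads fell below the threshold of 0.05, among genes with at least 10 counts in 1 of the 2 libraries. The test compares 2 libraries and not the conditions. In U87MG, 2050 of 17355 tested genes were called, with 1299 higher and 751 lower in shFLI1 cells. In U251MG, 1548 of 18222 tested genes were called, with 809 higher and 739 lower. After scaling to total counts, 1715 were higher and 585 lower in U87MG, and 921 and 678 in U251MG. With at least 100 counts in 1 library, 290 were higher and 265 lower in U87MG, and 135 and 265 in U251MG. With the U87MG shFLI1 library thinned to the depth of its control, a setting added after seeing the data, 54.9% of the called genes were higher, against 63.4% at full depth. A total of 440 genes were called in both cell lines, against 104 expected by chance among the 16384 genes tested in both. Of these, 375 changed in the same direction, with 138 higher and 237 lower, and 65 changed in opposite directions. The split depended on the scaling and the filter, with 207 higher and 202 lower after scaling to total counts, and 24 higher and 120 lower among genes with at least 100 counts in 1 library. The 440 comprised 247 protein-coding genes, 41 lncRNA genes, 5 transcribed pseudogenes and 147 identifiers without a gene symbol. Of the alternatives set before the data were examined, a 1.5-fold threshold gave the largest overlap, 1049 genes, and the minimum of 100 counts the smallest, 149 genes.

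**Figure D1:**
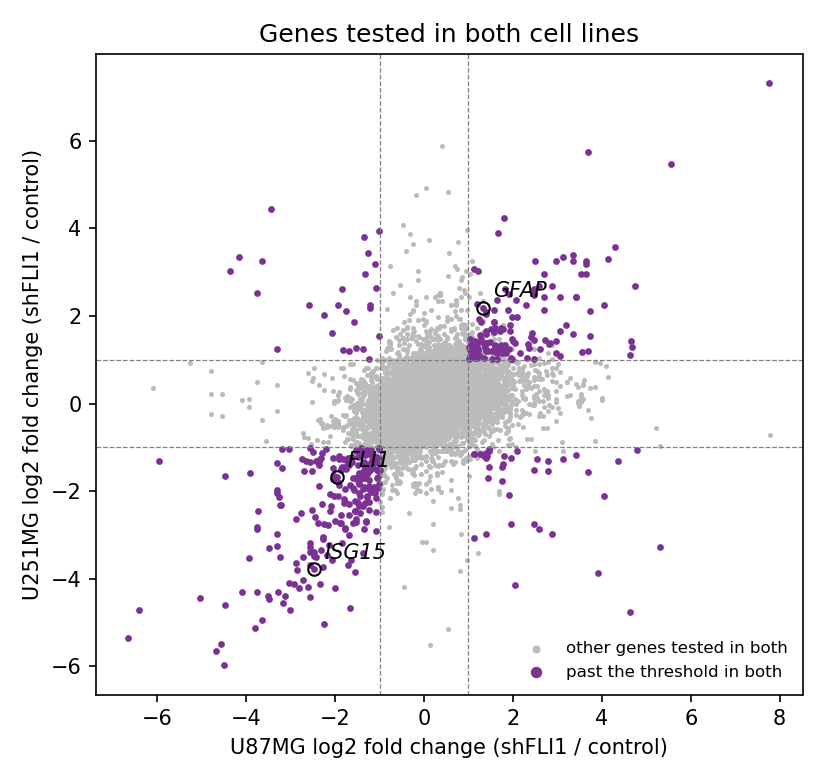
Log2 fold change (shFLI1 over control) in U87MG cells on the x axis and in U251MG cells on the y axis for the 16384 genes tested in both cell lines, each point 1 gene, with dashed lines at a 2-fold change. The 440 genes past the threshold in both are coloured, and 237 of them lie in the lower left, where *FLI1* and *ISG15* are circled.

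Across the genes tested in both cell lines, which are not independent replicates, the log2 fold changes had a Pearson r of 0.40 and a Spearman rho of 0.38. The effect shared by the 2 cell lines was tested with edgeR's quasi-likelihood test over all 4 libraries with the cell line as a block, which leaves 1 residual degree of freedom. Of 16649 genes, 509 had a Benjamini-Hochberg adjusted P below 0.05, with 153 higher and 356 lower in shFLI1 cells, and 214 of the 509 were among the genes called in both cell lines. Without the cell line block, which leaves differences between the cell lines in the residual, 0 genes passed, and 725 had an unadjusted P below 0.05.

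Among the genes called in the same direction in both cell lines, the largest rise was in the non-coding gene LOC105370870, which had 0 counts in U87MG control and 1 in U251MG control. It was at least 81.3-fold higher in U87MG shFLI1 and at least 146-fold higher in U251MG shFLI1, counting a level of 3 reads or fewer as 3. *SULT1A3*, whose reads can be split with a near-identical copy, had 0 counts in both controls. With 0 counted as 3, it was 17.2-fold and 25.4-fold higher. The other 3 of the 5 genes that rose most were RNAs without a gene symbol, each with 0 counts in both controls, among them URS0001BD59BA with 26 and 155 counts in shFLI1 cells. The largest fall by counts was in the read-through gene *ZNF660-ZNF197*, which shares exons with its neighbours. It had 112 and 70 counts in the U87MG and U251MG controls and 0 in both shFLI1 libraries. It was 72.5-fold and 39.2-fold lower with 0 counted as 3. With the authors' FPKM on the log2(value + 1) scale its log2 fold changes were -1.48 and -0.60. On that scale the other genes named below fell further. On the log2(value + 0.1) scale *ZNF660-ZNF197* had -4.23 and -2.63. The RNA URS0000D576B2 fell from 94 and 44 counts to 0. *RSAD2* had log2 fold changes of -4.69 in U87MG and -5.65 in U251MG, and *MX2* had -4.56 and -5.50. *HLA-B*, whose reads can be shared with other HLA class I genes, had -4.50 and -5.98.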

A total of 1,156 genes were differentially expressed in both U87MG and U251MG cells after *FLI1* knockdown (Fig. 3A). *FLI1*-related KEGG pathways identified by functional genomics analysis included 'Endocytosis', 'Regulation of actin cytoskeleton', 'Axon guidance', 'Ubiquitin mediated proteolysis', 'Signaling pathways regulating', 'Cell cycle', 'ErbB signaling pathway', 'Phosphatidylinositol signaling system', 'mTOR signaling pathway', 'T cell receptor signaling pathway' and 'AMPK signaling pathway' (Fig. 3B). Western blotting analysis revealed that *FLI1* knockdown upregulated several proteins including cyclin-related protein P27. By contrast, expression of proteins associated with cell proliferation, including P-AKT, P-MEK, P-ERK and key proteins of the AMPK were downregulated (Fig. 3C). Expression levels of Caspase 8 and p38 were upregulated, suggesting increased apoptosis. These data indicate that *FLI1* promotes glioma development by regulating multiple downstream signaling pathway targets, including proliferation-associated AKT, apoptosis-associated Caspase 8, P38 and cell cycle-related P27.

The present study used flow cytometry to analyze cell cycle in shFLI1-treated cells (Fig. 3D and E). After *FLI1* knockdown, there was an increase in the number of cells in S phase in both U251MG (27.79%) and U87MG (26.65%) cell lines as compared with the control (CTL) cells (21.84 and 24.32%). Thus, downregulation of *FLI1* results in S phase cell cycle arrest in glioblastoma cells.

### Immunoprecipitation-MS identifies ISG15 as a new molecular target of FLI1

The present study then utilized immunoprecipitation-MS techniques to profile target proteins that interact with FLI1 in two glioblastoma cell lines (U87MG and U251MG). GO enrichment analysis identified FLI1-binding protein targets involved in cell morphogenesis, protein-containing complex assembly, cytoskeleton-dependent intracellular transport, response to interferon, cytoplasmic translation and intermediate filament cytoskeleton organization (Fig. 4A).

To narrow down the specific *FLI1* molecule target(s), the present study integrated the shRNA-seq and FLI1-interacting protein datasets. By combining these datasets, the present study identified four candidate target molecules that are both differentially transcribed after *FLI1* knockdown and that also post-translationally interact with FLI1 protein. 

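The candidates named in Fig. 4B are *ISG15*, *GFAP*, *NES* and *ACTR2*. *GFAP* (Entrez gene 2670, chromosome 17 of GRCh38, 44903159 to 44915500) encodes an intermediate filament protein of astrocytes, and its counts were summed over 17 RNAs. It had 7264 counts in U87MG control and 35305 in U87MG shFLI1, a rise with a log2 fold change of 1.32 (95% interval 1.29 to 1.36), and 364 and 2808 counts in U251MG, a log2 fold change of 2.19 (2.04 to 2.36). *NES* (Entrez gene 10763, chromosome 1, 156668763 to 156677407) encodes the intermediate filament protein nestin. It rose from 2281 to 6293 counts in U87MG, a log2 fold change of 0.51 (0.44 to 0.58), and from 7013 to 19080 counts in U251MG, a log2 fold change of 0.70 (0.66 to 0.74). *ACTR2* (Entrez gene 10097, chromosome 2, 65227831 to 65271253) encodes a subunit of the actin-nucleating Arp2/3 complex. It had 2610 and 5391 counts in U87MG, a log2 fold change of 0.09 (0.02 to 0.16), and 3929 and 9552 counts in U251MG, a log2 fold change of 0.53 (0.48 to 0.59). *ISG15* and *GFAP* were past the 2-fold threshold in both cell lines, *ISG15* downwards and *GFAP* upwards, whereas *NES* and *ACTR2* changed by less than 2-fold in both. For the shared effect, edgeR's quasi-likelihood test gave Benjamini-Hochberg adjusted P values of 0.00783 for *GFAP*, 0.107 for *NES* and 0.431 for *ACTR2*. With DESeq2 in its place, the adjusted P of *NES* was 0.0486, and over the alternatives it ranged from 0.0105 to 1.00. The paper reasons that molecules which change in transcription after knockdown and also bind FLI1 protein are candidate targets; the protein-binding data were not analysed here.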

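*ISG15* had the largest change of *ISG15*, *GFAP*, *NES* and *ACTR2* in both cell lines, and the change was a decrease. Its log2 fold change was -2.47 in U87MG (95% Clopper-Pearson interval -2.52 to -2.43) and -3.79 in U251MG (-3.85 to -3.72). Of the other candidates, *GFAP* changed most, in the opposite direction. *ISG15* also ranked 1 of 4 by the size of its change with DESeq2 size factors, with scaling to total counts, with a prior count of 0.25 and with the authors' FPKM at either pseudocount (1 or 0.1). The ranking is of single libraries, so it has no replicate error within a cell line.

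**Figure D2:**
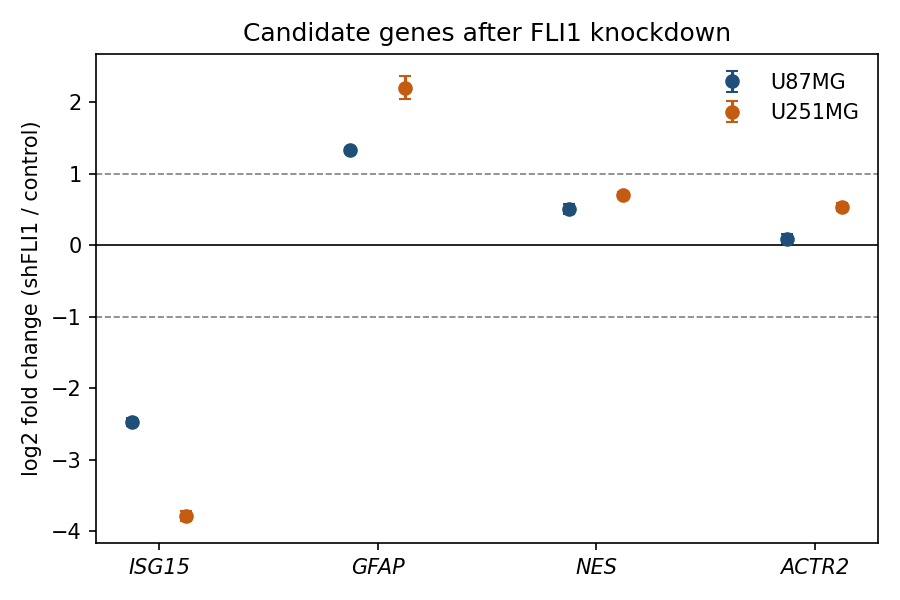
Log2 fold change (shFLI1 over control, y axis) of the 4 candidate genes (x axis) in U87MG and U251MG cells, each point 1 pair of libraries with its 95% Clopper-Pearson interval for counting error. Dashed lines mark a 2-fold change, which *ISG15* passes downwards and *GFAP* upwards in both cell lines.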

The interferon-stimulated gene of 15 kDa (*ISG15*) had the largest fold increment (Fig. 4B). *ISG15* was first identified as a ubiquitin-like protein (Ubl) with important immunomodulatory activity (16,27,28). 

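*ISG15* (Entrez gene 9636) lies on chromosome 1 of GRCh38 from 1013497 to 1014540 on the plus strand, with exon 1 at 1013497 to 1013576 and exon 2 at 1013984 to 1014540 in the Ensembl canonical transcript, and the deposited table lists it as 1 RNA. It had 12651 counts in U87MG control and 4420 in U87MG shFLI1, or 1105 and 199 CPM. In U251MG it had 16497 counts in control and 2007 in shFLI1, or 925 and 67.0 CPM. The level left in shFLI1 cells was 18.0% of control in U87MG and 7.25% in U251MG. In both cell lines the shFLI1 library was the deeper of the pair and still had fewer *ISG15* counts. Over the 4 libraries, with the cell line as a block, the shared log2 fold change was -3.14 (Benjamini-Hochberg adjusted P 0.00129 from edgeR's quasi-likelihood test, lower in 2 of 2 cell lines). Without the block, which leaves differences between the cell lines in the residual, it was -2.94 with an adjusted P of 0.759 from the same edgeR test. With the block, adjusted P was 2.81e-05 from DESeq2. The edgeR test gave 0.000895 with DESeq2 size factors and 0.000513 with at least 100 counts in every library. With at least 1 count in any library it gave 2.98e-65, which should not be read at face value with 1 residual degree of freedom. The other interferon-stimulated genes of a list fixed before the data were examined were lower too, 48 of 48 tested genes in each cell line.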

RNA-seq data showed that *ISG15* is significantly reduced after *FLI1* knockdown (Fig. 4C). RT-qPCR and western blot analysis verified the downregulation of *ISG15* after *FLI1* knockdown (Fig. 4D and E), suggesting that *ISG15* could be a new molecular target of *FLI1* in glioma cells.

### ISG15 interacts with FLI1 and enhances its stability in glioblastoma cells

*ISG15* is a molecular target of *FLI1* at the transcriptional level, and its product, ISG15 protein, also interacts with FLI1 protein at the post-transcriptional level. Immunofluorescence staining shows that *FLI1* and *ISG15* proteins are co-localized (Fig. S4A). FLI1 was mainly found in the nuclear region of glioblastoma cells, while ISG15 was distributed in both the nucleus and cytoplasm; there was co-localization between FLI1 and ISG15 in the nucleus. Co-immunoprecipitation (Co-IP) confirmed the interaction between FLI1 protein and ISG15 protein in glioblastoma cells (Fig. S4B).

ISG15 has been shown to compete with ubiquitin for ubiquitin binding sites on target proteins, leading to modulation of protein degradation (29). *ISG15* overexpression stabilizes its target protein by forming an *ISG15* protein conjugate (30). The present study investigated whether the binding of ISG15 affects FLI1 protein stability in glioblastoma cells. Although *ISG15* knockdown did not affect *FLI1* at the mRNA transcript level, it significantly reduced the level of FLI1 protein (Fig. S4C and D). These data suggest that as a downstream target, *ISG15* may also affect FLI1 protein levels using a second feedback mechanism.

A cell ubiquitination assay confirmed the regulation of FLI1 protein by ubiquitination modification (Fig. S4E). Cycloheximide chase assay showed that the FLI1 protein half-life was reduced from ~9 h in the control group to ~7 h after *ISG15* knockdown (Fig. S4F). These data suggest that *ISG15* knockdown reduces the stability of the FLI1 protein while ISG15 enhances the stability of FLI1 protein through the ubiquitination pathway. Thus, the *FLI1*-*ISG15* axis is regulated through a positive feedback mechanism.

To identify the specific protein domains responsible for the interaction between FLI1 and ISG15, the present study performed molecular docking analysis using HADDOCK. The docking results were visualized and rendered as 3D structures using PyMOL. The analysis revealed a distinct binding interface between FLI1 and ISG15, with a calculated binding energy of -13.9 kcal/mol (Fig. 5A), suggesting a strong protein-protein interaction between these two proteins. Based on the predicted binding site and the structural architecture of FLI1, the present study subsequently conducted a mutation assay by deleting the FLI1 ETS domain that was predicted to interact with ISG15. Using a Co-IP assay, the present study demonstrated that the ETS domain of FLI1 is key for the interaction with ISG15 (Fig. 5B and C).

### Interaction of FLI1 with ISG15 to regulate tumor immune response in glioma cells

*ISG15* is associated with the pathological stage, grade and prognosis of glioma (31).To further elucidate the role of the *FLI1*-*ISG15* axis, the present study investigated whether *FLI1* could affect the expression of *ISG15* in shRNA knockdown glioblastoma cells. As expected, treatment with the shRNA significantly reduced the *ISG15* expression in two glioblastoma cells. However, overexpression of *FLI1* was able to compensate for the *ISG15* downregulation induced by shRNA treatment (Fig. 6A). These data suggest that *FLI1* rescues the shRNA-induced *ISG15* knockdown.

Next, we analyzed the expression pattern of *ISG15* in clinical glioma tumor samples. *ISG15* was significantly upregulated in tumor tissues as compared with normal subjects (Fig. S5A). In addition, *ISG15* was positively associated with the histological grade of glioma (Fig. S5B). Like *FLI1*, *ISG15* expression levels were inversely associated with glioma prognosis, with the expression significantly higher in poor-prognosis glioblastomas (*IDH*-wild-type, *1p/19q* non-codel) than in favorable-prognosis oligodendrogliomas (*IDH*-mutant, *1p/19q* co-deletion) (Fig. S5C and D). The abnormally high expression of *ISG15* was associated with a malignant phenotype and poor prognosis of glioma (Fig. S5E). Immunohistochemical staining showed that *ISG15* was expressed in especially high abundance in IV glioblastoma (Fig. S5F, red arrows).

The secretable *ISG15* protein form is involved in immune regulation and plays a multifaceted role in the tumor microenvironment (16-19). Therefore, the present study measured the level of free extracellular ISG15 protein. The present study found that free ISG15 was downregulated in the *ISG15* knockdown cells (Fig. 6B). To learn whether the *FLI1*-*ISG15* axis impacts the immune environment in glioblastoma cells, the present study co-cultured *FLI1* and *ISG15* knockdown glioblastoma cells with immune cells (T cells and γδ T cells) and examined cytokine secretion in the culture media. Notably, the present study found that knockdown of *FLI1* and *ISG15* in glioblastoma cells activated T lymphocytes in this co-culture system, with significant increases in the secretion of Perforin, IFN-γ, TNF-α and IL-2 (Fig. 6C). Perforin secretion was increased in γδ T cells in the co-incubation group, but the secretion of other cytokines did not change significantly (Fig. 6D). These data suggest that *FLI1* coordinates with *ISG15* to exert immunomodulatory effects in glioblastoma cells.

### FLI1 orchestrates a unique intrachromosomal loop structure at the ISG15 locus

The present study then explored the molecular mechanism by which *FLI1* regulates *ISG15* in glioblastoma cells. As a member of the ETS family of transcription factors, *FLI1* is likely to function as a transcription factor to regulate *ISG15*. the present study performed a ChIP assay using a FLI1-specific antibody. Specific qPCR primers were used to detect if FLI1 binds to the *ISG15* gene, including the 5′ control region (5′ CT), the promoter (pISG15) and the exon 1 of the *ISG15* gene (*ISG15*-exon1) (Fig. 7A). Since BCL2 is a known downstream target of *FLI1* (32), the *BCL2* gene served as a positive control in the ChIP assay (Fig. S6). Analysis revealed that FLI1 bound to both the promoter and exon 1 of the *ISG15* gene (Fig. 7B and C), suggesting that *FLI1* may regulate the transcription of the *ISG15* gene through an epigenetic mechanism.

The three-dimensional structure among gene regulatory elements precisely regulates gene expression (26,33). The present study used a 3C approach (11,26,34) to compare intrachromosomal loop structures at the *ISG15* locus and determined if *FLI1* regulates *ISG15* by altering local chromatin structure in glioblastoma cells. 3C primers were designed at various regions of *ISG15*, including the 5′-enhancer, the promoter, the 3′-enhancer, and the 5′ control region (Fig. 8A). The present study detected the presence of the intrachromosomal loops between the promoter and enhancers and verified these high order structures by DNA sequencing of the 3C PCR products, showing the *MboI* junction sites flanked by *ISG15* promoter and enhancer sequences (Fig. 8B). Of note, *FLI1* knockdown significantly reduced these chromatin structures, as compared with the shCT control (Fig. 8C and D). These data indicate that there is an intrachromosomal loop orchestrated by FLI1 at the *ISG15* locus that juxtaposes the upstream and downstream enhancers to the promoter of the *ISG15* gene, thereby activating *ISG15* gene in *cis*. *FLI1* is involved in the formation and maintenance of this *ISG15* intrachromosomal loop structure.

### FLI1 maintains an active chromatin structure at the ISG15 promoter characterized by DNA hypomethylation and histone acetylation

The present study next examined whether the FLI1-mediated chromatin 3D structure impacts the transcriptional activity of *ISG15* altering DNA methylation and histone modifications. First, we collected DNA from U251MG cells after *FLI1* overexpression or knockdown, and used sodium bisulfite sequencing to examine the methylation status of CpG islands in the *ISG15* gene (Fig. 9A). When *FLI1* was knocked down, the methylation ratio of the *ISG15* promoter increased from 43.33 to 62.67% in the *ISG15* promoter (Fig. 9B). By contrast, *FLI1* overexpression induced hypomethylation (27.33%) in the *ISG15* promoter (Fig. 9B, left bottom panel). Similarly, *FLI1* also induced *ISG15* DNA demethylation in U87MG cells (Fig. S7).

To investigate whether *FLI1* regulates *ISG15* expression through altered histone acetylation, the present study used chromatin immunoprecipitation qPCR (ChIP-qPCR) to quantify changes in H3K9AC and H3K27AC histone marks in the *ISG15* promoter of cells before and after knockdown of *FLI1*. H3K9AC and H3K27AC histone marks were significantly reduced by >10-fold in *FLI1* knockdown cells (Fig. 9C-E).

The data of the present study suggests that FLI1 binds to *ISG15* regulatory regions, where it regulates *ISG15* gene activity by orchestrating an active chromatin looping spatial structure, with DNA hypomethylation and enhanced histone H3K9 and H3K27acetylation. *FLI1* activates the *ISG15* gene and promotes *ISG15* transcription in glioblastoma cells through these epigenetic mechanisms.

## Discussion

Glioma, the most prevalent primary cancer of the brain, has a high degree of malignancy and a poor prognosis, and there are no targeted therapeutics in clinical practice. The present study shown that *FLI1*, an oncogenic driver of hematological malignancies, may serve as a potential therapeutic target for gliomas (Fig. 10). *FLI1* is upregulated in glioma through a positive feedback loop from its exonic circRNA *FECR1* at the transcriptional level. The overexpression of *FLI1* promotes tumor growth and is associated with the malignant phenotype and poor prognosis of glioblastoma. FLI1 activates the *ISG15* gene, a paracrine factor that reprograms and maintains an immunosuppressive tumor microenvironment. The present study has shown that FLI1 orchestrates an active chromatin conformational structure between the *ISG15* gene promotor and its enhancer, characterized by DNA hypomethylation and histone H3K9 and H3K27 acetylation. This oncogenic diathesis is self-magnifying, as the ISG15 protein also interacts with the FLI1 protein and thereby enhances FLI1 stability by blocking its degradation through the ubiquitination pathway. Thus, *FLI1* is regulated by two crosstalk loops in glioblastoma cells. The exonic circRNA *FECR1* forms the first feedback loop as it upregulates the *FLI1* gene at the transcriptional level. In addition, the downstream target ISG15 protein mediates a second feedback loop, stabilizing FLI1 protein at the posttranscriptional level. Through these two feedback regulatory loops, *FLI1* is overexpressed in glioblastoma, and it coordinates with *ISG15* to contribute to glioblastoma malignancy and immunosuppression of the tumor microenvironment. As a result, targeting these *FLI1-ISG15* crosstalk loops may provide a multifaceted basis for treating glioblastoma (Fig. 10).

*FLI1* is highly expressed in a variety of solid tumors (6,8-11). *FLI1* is considered to be an oncogene, regulating pathways associated with proliferation, angiogenesis, genomic instability, inhibition of apoptosis and differentiation (35,36). The present study has demonstrated that *FLI1* is highly expressed in glioblastoma and that its expression is positively associated with the malignant grade and poor prognosis. the present study showed that *FLI1* exonic circRNA *FECR1* is an RNA component of the *FLI1* promoter complex, and that exonic circRNA *FECR1* activates gene activity through epigenetic mechanisms. Exonic circRNA *FECR1* is expressed in glioma. Previously, we demonstrated that exonic circRNA *FECR1* physically interacted with its host gene *FLI1* promoter, where it serves as a scaffolding factor to recruit the DNA demethylase TET1. By tethering TET1 to the *FLI1* promoter, exonic circRNA *FECR1* promoted active DNA demethylation at the promoter and upregulated the host *FLI1* (11). The present study demonstrates that as a feedback regulator, exonic circRNA *FECR1* has a positive regulatory function on the parent *FLI1* gene activity. Ectopic overexpression of exonic circRNA *FECR1* significantly activates *FLI1* and enhances its expression. By contrast, exonic circRNA *FECR1* knockdown significantly reduces the level of *FLI1* in glioblastoma cells. Targeting exonic circRNA *FECR1* could interrupt this positive feedback regulatory loop and inhibit *FLI1* at the transcriptional level.

The glioblastoma microenvironment is a highly suppressed milieu of immune cells leading to a high susceptibility to relapse and metastasis (1,2,37-39). *FLI1* can affect the function of immune cells by regulating cytokines and chemokines that modulate immune cell development, activation, migration and depletion (13-15). Previous studies have shown that *FLI1* is associated with the etiology of several autoimmune diseases, including systemic sclerosis and systemic lupus erythematosus (40-42). A previous study identified T cell *FLI1* as a factor modulating CD8^+^ T cell effector differentiation with limited effects on T cell exhaustion (43). CD8^+^T cells lacking *FLI1* provide improved protection against a variety of infections and tumors (43). The present study demonstrates that *FLI1* knockdown in glioblastoma cells increases cytokine secretion from co-cultured T cells, underscoring the key role of tumor-intrinsic *FLI1* in inhibiting T cytokine secretion. Thus, *FLI1* is a key factor that impairs T cell anti-tumor immunity in the immunosuppressive tumor microenvironment (44).

*FLI1* directly regulates gene expression as a transcription factor, and it also indirectly affects the expression pattern of genes through epigenetic mechanisms (45). *FLI1* can alter chromatin structure by interacting with chromatin remodeling complexes, thereby affecting gene accessibility and transcriptional activity (45). In Ewing sarcoma, the EWS-FLI1 fusion protein changes the state of local chromatin by binding to specific DNA sequences, allowing the expression of previously silenced genes, or preventing the normal expression of certain genes and these changes contribute to tumor growth and spread (46). The study identified *ISG15* as a new target of *FLI1*. The regulation of *ISG15* by *FLI1* has not been previously reported. The present data suggest that aberrant *FLI1* overexpression in glioblastoma cells epigenetically activates the transcriptional expression of *ISG15*. *FLI1* coordinates the formation and maintenance of an intrachromosomal 3D structure in the *ISG15* locus. *FLI1* binds to the *ISG15* promoter and juxtaposes it to the upstream and downstream enhancers, forming an active chromatin complex around the *ISG15* promoter that is characterized by DNA hypomethylation and increased histone H3K9 and H3K27 acetylation. These findings suggest that *FLI1* is a potential upstream regulator of *ISG15*. Working together, these two genes contribute to the immunosuppressive tumor microenvironment.

ISG15, the product of IFN-stimulated gene 15, was first identified as a ubiquitin-like protein (Ubl). It functions both as an unconjugated form and also as a form covalently conjugated onto a target protein. *ISG15* and the members of the enzymatic cascade mediate ISG15 conjugation (ISGylation) as induced by type I interferons involved in host antiviral immunity, anti-bacterial immunity, and autoimmunity (47). *ISG15* and ISGylation are also implicated in a variety of pivotal cellular processes, involving protein translation (48), autophagy (49,50), exosome secretion (51), DNA repair (52) and immune modulation (16,27,28). The expression of *ISG15* and enzymes that catalyze ISGylation and deISGylation are dysregulated in several types of cancer, including bladder, breast and prostate cancer (31,53,54). *ISG15* is also involved in immune regulation and plays an important role in several aspects in the tumor microenvironment and in tumor cells (16-19). Treatment of cultured cells with exogenous soluble ISG15 induces PBMC to produce anti-inflammatory IL-10, which exerts immunosuppressive properties in the tumor microenvironment (55). *ISG15* also activates innate and adaptive immune responses (52,56) and ISGylation processes (47,57,58) of multiple proteins that mediate central immune signaling pathways such as NF-kB, JNK and IRF-3 (59-61). Extracellular unconjugated ISG15 functions as a cytokine to modulate immune responses (19,62-66). Free ISG15 plays different roles in various cellular processes ranging from cancer and defense against viral infections to activation vs. inhibition of immune cells (16,18,52). Free ISG15 also upregulates programmed cell death ligand 1 (PD-L1) in PDAC cells and reduces tumor-infiltrating CD8+ T cells, thereby promoting immunosuppressive TME. These actions of ISG15 occur independently of IFN-γ (67). For example, blockade of LFA-1 or SRC signaling by small molecule inhibitors or neutralization with anti-CCL18 antibodies, inhibited LFA-1-SFK-CCL18 pathway activation in ISG15-treated macrophages (68,69). ISG15 has been found to inhibit the immune function of CD8+ T cells as tumor cells can actively or passively affect the microenvironment by secreting ISG15, thereby inhibiting the immunotoxicity of cytotoxic T lymphocytes and natural killer cells (67,69). In addition, ISG15 can also participate in SRC kinase family (SFK) signaling through its interaction with its receptor LFA-1, resulting in the secretion of CCL18 and by this mechanism, ISG15 can induce M2 polarization in macrophages thereby affecting the tumor microenvironment (68,69). The present study demonstrates that ISG15 interacts with FLI1 protein and enhances FLI1 protein stability through the ubiquitination pathway. Thus, as a downstream target, ISG15 also forms a second positive feedback loop to contribute to *FLI1* overexpression in glioblastoma cells. In addition, The present study detected the functional free form of ISG15 in the cell culture supernatant of glioblastoma cells. Treatment of cells with *ISG15* shRNA reduced the level of free ISG15 in cell supernatants. However, overexpression of *FLI1* was able to reverse this shRNA-induced effect. Thus, *FLI1* and *ISG15* coordinate to establish a positive feedback circuitry in glioblastoma cells. Targeting either *FLI1* or *ISG15* in this positive feedback loop affects cytokine secretion in co-cultured immune cells, suggesting an intervention strategy for altering the tumor microenvironment and enhancing the cytotoxicity of the immune system to tumor cells.

However, the present study acknowledges that the lack of *in vivo* validation using mouse models is a limitation. Although the analysis of human clinical samples and independent public datasets suggests a key role of the *FLI1-ISG15* axis, its clinical relevance using animal models remain essential for fully elucidating the complex tumor microenvironment and systemic effects. Therefore, it is necessary to target the *FLI1-ISG15* axis in orthotopic glioma mouse models or patient-derived xenografts. These *in vivo* studies will help to validate the role of the *FLI1-ISG15* axis on tumor growth and immune suppression and to explore potential therapeutic interventions. In addition, due to the small sample size with an uneven distribution of patients across different treatment subgroups in the hospital cohort samples, the present study was not able to perform survival analyses stratified by chemotherapy, radiotherapy or combined modalities. Future studies with larger cohort samples are needed for these survival analyses.

In conclusion, the present study delineates the molecular mechanisms underlying the role of *FLI1* in glioblastoma at multiple levels. *FLI1* not only drives tumor development through the conventional oncoprotein pathway, but it also regulates the malignant phenotype and immunosuppression in glioblastoma by epigenetic pathways. There is a unique regulatory crosstalk interaction that contributes to the overexpression of *FLI1* in glioblastoma. First, *FLI1* is auto-regulated by its exonic circRNA *FECR1* through a positive feedback loop. FLI1 protein then activates the gene target *ISG15*, a tumor microenvironment remodeling factor. Finally, ISG15 also interacts with FLI1 protein and enhances its stability by blocking the ubiquitination-induced degradation. Through this crosstalk, *FLI1* and *ISG15* synergistically participate in the regulation of the tumor immune microenvironment. Targeting *FLI1-ISG15* regulatory loops may provide a promising avenue for developing new therapeutics for patients with glioblastoma.

## Supplementary Data

## Figures and Tables

**Figure 1:**
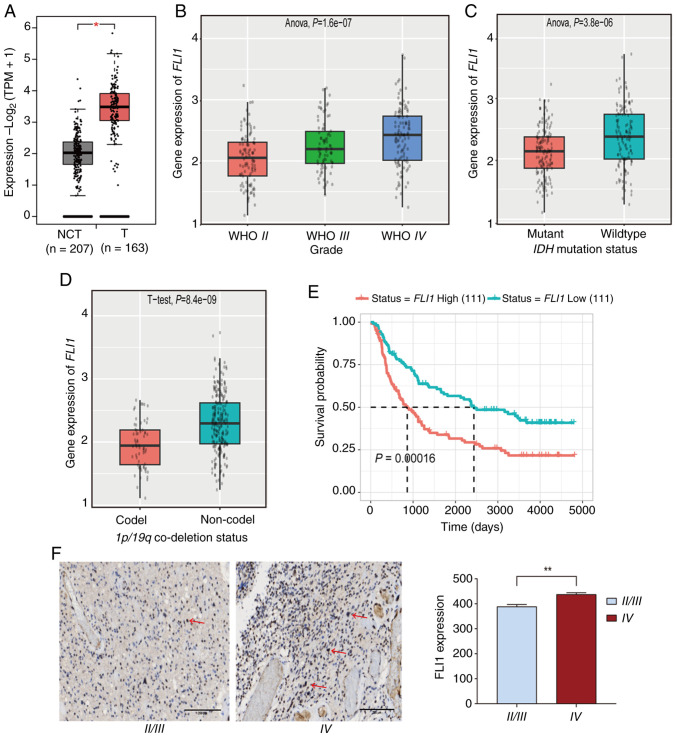
*FLI1* is associated with the development of glioma. (A) Upregulation of *FLI1* in glioma. *FLI1* was highly expressed in glioma as compared with normal brain specimens (P<0.05). (B) Histological grade of glioma. The expression level of *FLI1* was positively associated with the histological grade of gliomas. One-way ANOVA demonstrated that *FLI1* levels varied significantly among the different histological grades (P=1.6x^−07^). (C) *FLI1* expression in *IDH* mutation and *IDH* wild-type cells. One-way ANOVA showed a highly significant difference in *FLI1* levels between the two groups (P=3.8x^−06^). (D) *FLI1* expression in *1p/19q* co-deletion and Non-codel cells. *FLI1* levels were significantly lower in the *1p/19q* co-deletion group compared with the Non-codel group (P=8.4x^−09^). (E) Overall survival. Elevated *FLI1* expression was associated with reduced overall survival (P=0.00016). (F) Overexpression of *FLI1* in glioma tissues. *FLI1* expression was quantitated by immunohistochemical staining and was quantitated as an expression score. Red arrow, dark brown immunohistochemical staining of *FLI1* oncoprotein. ^**^P<0.01 in *IV* GBMs tissues as compared with *II/III* glioma tissues. Scale bar, 200 *µ*m. The gene expression data in Fig. 1A were generated from the GEPIA web server http://gepia.cancer-pku.cn/index.html. Histological grade, molecular features and survival data in Fig. 1B-E were retrieved from Chinese Glioma Genome Atlas https://www.cgga.org.cn/index.jsp. NTC, non-tumor controls; T, tumors; n, sample numbers; *IDH*, isocitrate dehydrogenase.

**Figure 2:**
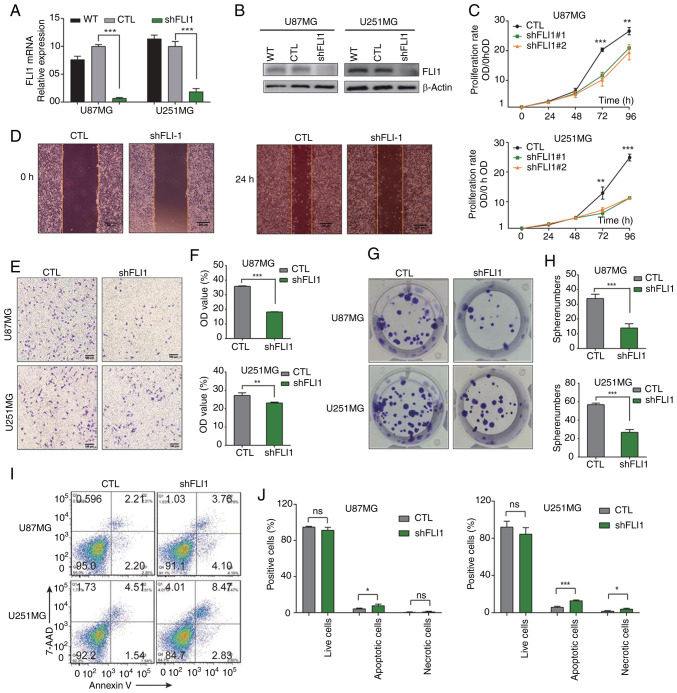
Knockdown of *FLI1* suppresses the tumor phenotypes of gliobastoma cells. (A) *FLI1* shRNA knockdown. *FLI1* was knocked down using shFLI1 in U87MG and U251MG cells. Reverse transcription quantitative PCR was performed to quantitate the *FLI1* mRNA expression level. Error bars represent the standard error of the average of three independent PCR reactions. ^***^P<0.001 as compared with the CTL. (B) *FLI1* expression by western blotting. (C) Cell proliferation as determined the Cell Counting Kit 8 assay. (D) Migration of U251MG cells. Cell migration was measured by a wound healing assay. (E) Cell invasion. Cells that invaded through the collagen-coated membrane of the Transwell after 24 h. (F) Quantitation of invaded cells. ^**^P<0.01, ^***^P<0.001 as compared with CTL. (G) Tumor sphere colonies as measured by colony-forming assay. Cell colonies were stained on day 21. (H) Quantitation of tumor sphere colonies. ^***^P<0.001 as compared with the vector control cells (CTL). (I) Cell Viability. Viability of cells after *FLI1* shRNA knockdown was measured 48 h after the treatment. (J) Quantitation of apoptotic cells and necrotic cells. ^*^P<0.05, ^***^P<0.001 as compared with CTL. shRNA, short hairpin RNA; WT, wild-type normal cells; CTL, vector control cells.

**Figure 3:**
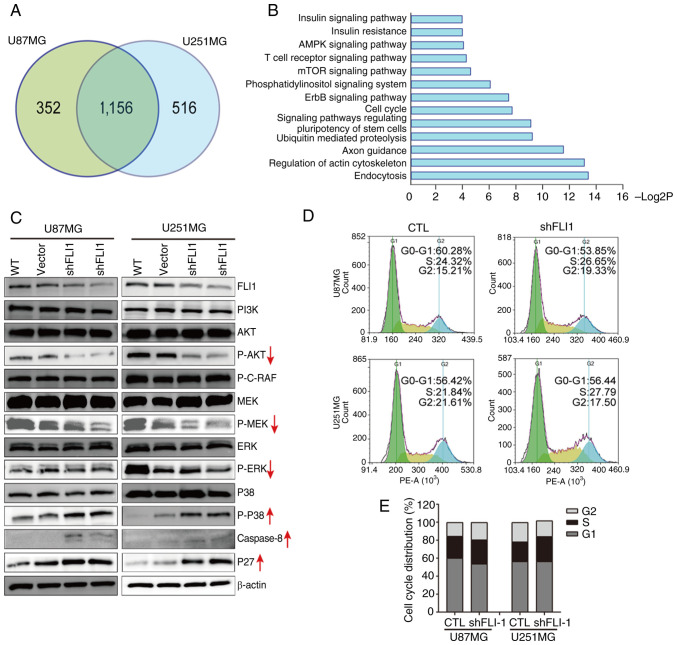
RNA-sequencing identification of *FLI1* pathways in glioma cells. (A) Venn diagram showing the overlap of shFLI1 RNA-Sequencing in U87MG and U251MG. A total of 1,156 genes were differentially expressed (>2-fold, P<0.05) after *FLI1* knockdown. (B) The KEGG pathway of *FLI1* targets (shFLI1 RNA-sequencing). (C) Western blot analysis of signal pathway targets after *FLI1* knockdown. (D) Cell cycle analysis. After *FLI1* knockdown, cell cycle was measured using FACS in *FLI1* knockdown glioblastomas cells. CTL, vector control cells. (E) Quantitation of the cell cycle. P, phosphorylation; CTL, vector control cells; KEGG, Kyoto Encyclopedia of Genes and Genomes.

**Figure 4:**
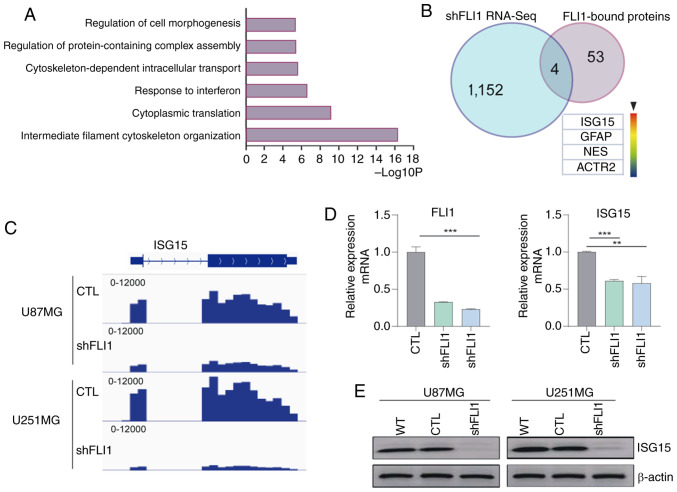
Identification of *ISG15* as a downstream target of *FLI1*. (A) Gene ontology enrichment analysis of FLI1-binding proteins. (B) Integration of the shFLI1 RNA-Sequencing and FLI1-bound protein datasets. (C) The IGV plot of *ISG15* from RNA-seq data. *ISG15* (NM_005101.4) is located at chromosome 1: (chr1:1,013,497-1,014,540). Both the shFLI1 or CTL in U87MG and U251MG cells RNA-seq Bam data were analyzed by IGV, and the Sashimi plot was acquired for ISG15. Note differential expression of ISG15 in shFLI1 and CTL cell populations. (D) *ISG15* mRNA expression in shFLI1 U87MG cells. Reverse transcription quantitative PCR was performed to quantitate the *ISG15* mRNA expression level in shFLI1 U87MG cells. The data represent the mean ± SD from three independent experiments. ^**^P<0.01, ^***^P<0.001 as compared with CTL. (E) Western blotting. The abundance of ISG15 protein was assessed by western blotting in shFLI1-treated U87MG cells. CTL, vector control cells.

**Figure 5:**
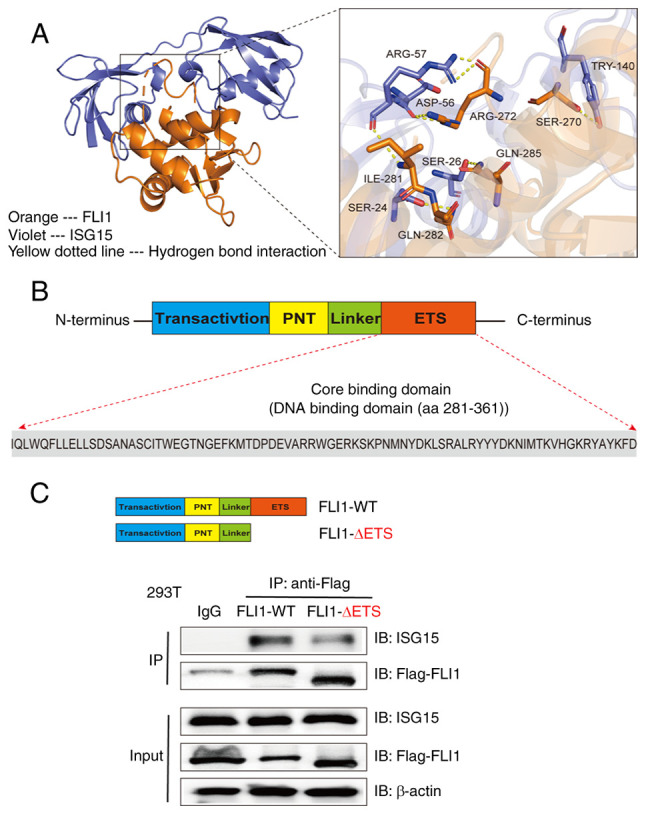
ETS of *FLI1* interaction with ISG15. (A) 3D structures showing the molecular docking analysis between FLI1 and ISG15. Orange: FLI1; Violet: ISG15; Yellow dotted line: Hydrogen bond interaction. (B) Core binding domain ETS of *FLI1*. (C) FLI1-WT-Flag and the truncation FLI1-ΔETS-Flag was expressed in 293 cells. Cells were lysed in protein extraction buffer, followed by immunoprecipitation with mouse Flag antibodies. The immunoprecipitates and cell lysates were detected with Flag antibodies and ISG15 antibodies. ETS, E26 transformation specific.

**Figure 6:**
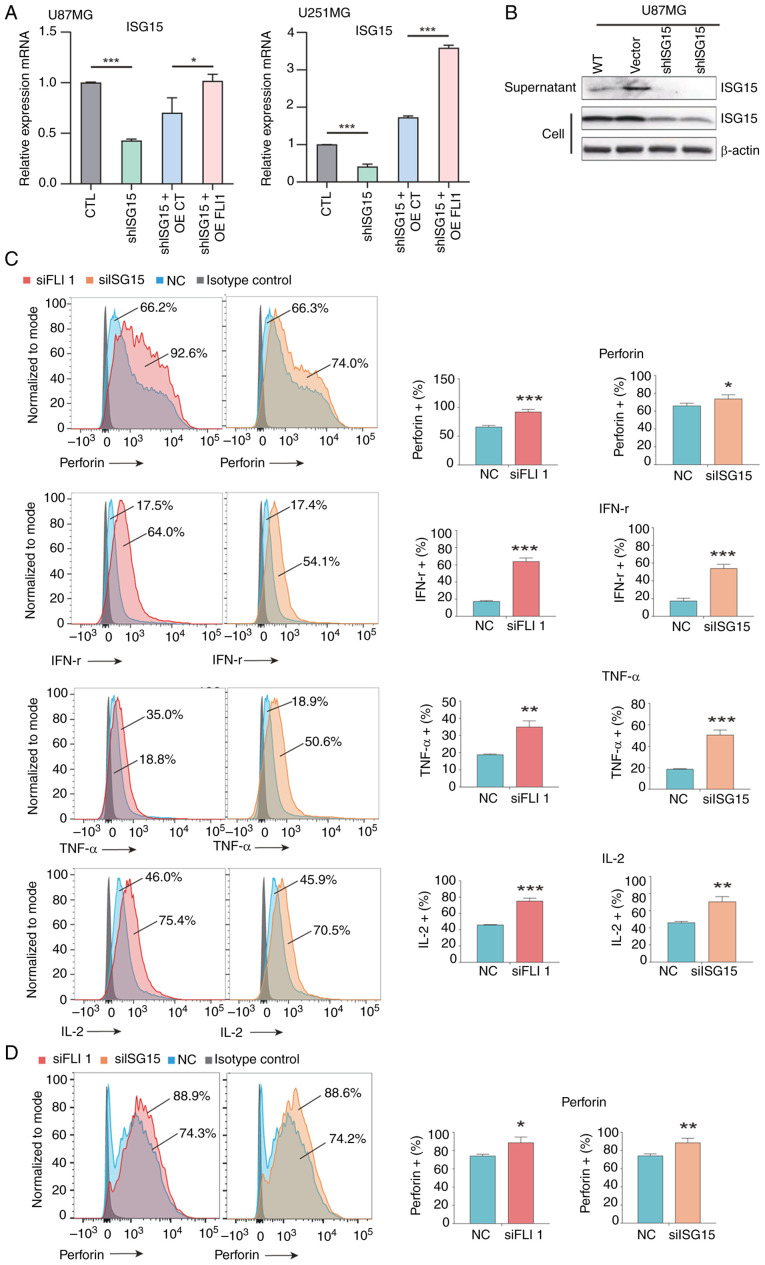
*FLI1* coordinates with *ISG15* to inhibit immune function. (A) *ISG15* rescue assay. The *ISG15* knockdown cells were incubated with cells that overexpressed *FLI1* (shISG15 + OE FLI1) or with the vector control (shISG15 + OE CT). A total of 48 h after transfection, cells were collected for the measurement of *ISG15* using quantitative PCR. The PCR value was standardized by setting the CTL control as 1. Error bars represent the standard error of the average of three independent PCR reactions. ^*^P<0.05, ^***^P<0.001 as compared with the CTL control. (B) Free extracellular *ISG15*. Western blot analysis was used to analyze the expression of free extracellular *ISG15* in the culture supernatant of glioblastoma cells. (C) Flow cytometry analysis of cytokine secretion of activated T cells induced with U251MG cells. T cells activated and amplified by CD3 antibody stimulation were incubated with siFLI1 or siISG15 U251MG cells for 4 h, followed by intracellular cytokine staining. (D) Flow cytometry analysis of perforin+ γδ T cells induced with U251MG cells. γδ T cells were incubated with siFLI1 or siISG15 U251MG cells for 4 h, followed by perforin staining. n=3 donors, ^*^P<0.05, ^**^P<0.01, ^***^P<0.001, two-tailed paired t-test. OE, overexpression; si, small interfering; NC, negative control.

**Figure 7:**
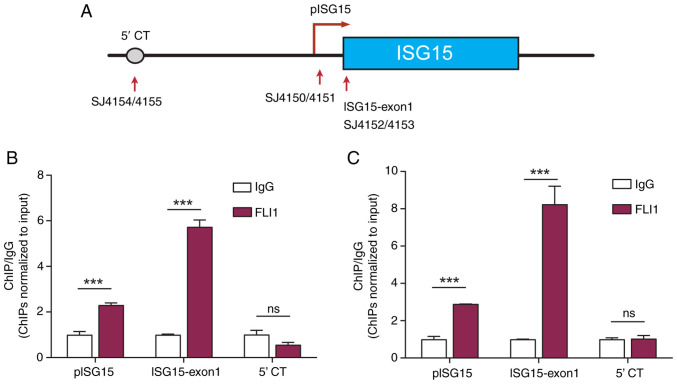
*FLI1* binding to the *ISG15* promoter. (A) Location of PCR primers used for *FLI1* binding in the *ISG15* locus. Two primer sets SJ4150/SJ4151 and SJ4152/SJ4153 were used to quantitate *FLI1* enrichment in the promoter and exon 1 of the *ISG15* gene. The primer set SJ4154/SJ4155 for the 5′-upstream site (5′ CT) was used as the negative control. The binding of *FLI1* in the *ISG15* promoter of (B) U87MG cells and (C) U251MG cells. The binding enrichment of *FLI1* in the *ISG15* promoter was measured by ChIP assay. Normal mouse IgG was used as a negative control and for normalization. The data are the mean ± SD from three independent experiments. ^***^P<0.001 as compared with CTL. CTL, control cells.

**Figure 8:**
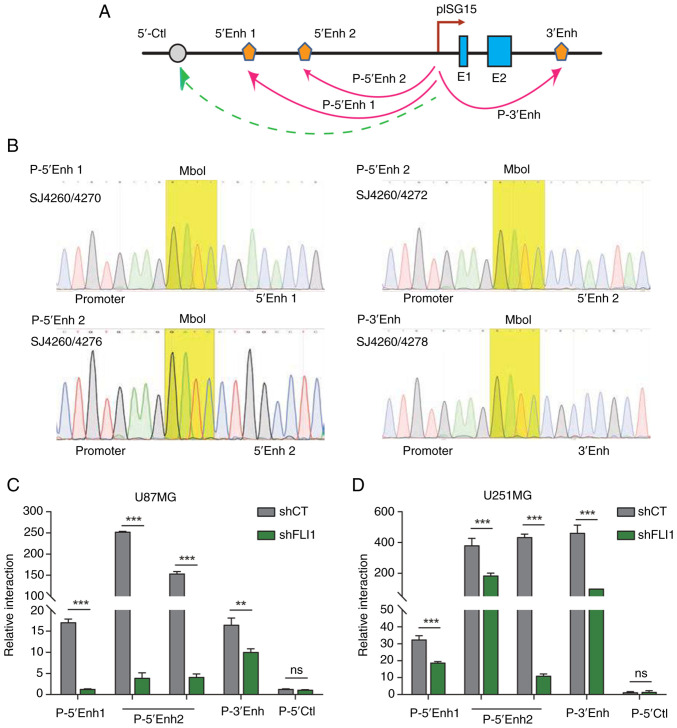
*FLI1* orchestrates intrachromosomal interactions in the *ISG15* locus. (A) Location of 3C primers used to detect the interaction between the *ISG15* promoter, 5′enhancer, and 3′enhancer. pISG15: *ISG15* promoter. E1-E2: *ISG15* exons 1-2. Enh: enhancers. Arrows: intrachromosomal interactions. (B) Sequencing of the *ISG15* intrachromosomal loop 3C products. Yellow background on the sequence: the 3C ligation product between the *MboI* restriction sites. (C) Quantitation of 3C intrachromosomal interaction signals in U87MG cells. (D) Quantitation of 3C intrachromosomal interaction signals in U251MG cells. The 3C interaction was quantitated by qPCR. shCT cells were used as the control. The data represent the mean ± SD from three independent experiments. ^**^P<0.01 and ^***^P<0.001 as compared with the control group (shCT). ns, no significance; sh, short hairpin; Ctl, control.

**Figure 9:**
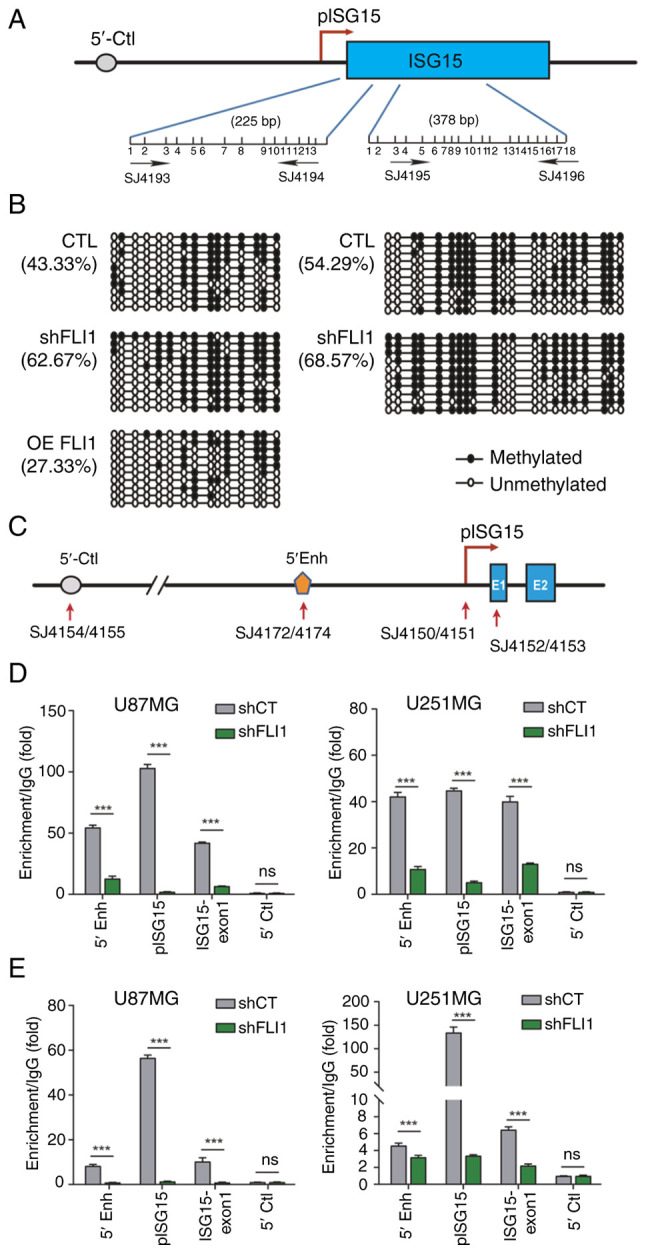
*FLI1* regulates *ISG15* through epigenetic pathways. (A) Schematic diagram of CpG sites in the *ISG15*. Locations of PCR primers are indicated by numbered arrows. Vertical lines: Location of CpGs. pISG15: *ISG15* promoter. Two CpG islands in the promoter and the first exon of *ISG15* were selected for the measurement of DNA methylation. (B) Alteration of DNA methylation at the *ISG15* site in U251MG cells. U251MG cells were transfected with CTL, shFLI1 and *FLI1*. Cells were collected for measurement of DNA methylation by sodium bisulfite sequencing. Solid dot: Methylated CpG islands; Open dot: unmethylated CpG islands. Numbers in the parenthesis: the percentage of total methylated CpGs over the CpGs in the sequencing. Each line represents the sequence for one clone. A total of 10 clones were sequenced for each group. (C) Location of PCR primers used for H3K9AC and H3K27AC in the *ISG15* locus. Primer sets SJ4150/SJ4151, SJ4152/SJ4153 and SJ4172/SJ4174 were used to quantitate the *FLI1* binding enrichment in the promoter, exon 1 and enhancer of the *ISG15* gene, respectively. The primer set SJ4154/SJ4155 for the 5′-upstream region (5′Ctl) was used as the negative control. Quantitation of histone modification (D) H3K9AC and (E) H3K27AC in the *ISG15* promoter of U87MG cells (left) and U251MG cells (right). H3K9AC and H3K27AC modifications in the *ISG15* promoter were measured by ChIP assay. Normal rabbit IgG was used as a negative control and for normalization. The data are the mean ± SD from three independent experiments. ^***^P<0.001 as compared with CTL. CTL, control vector; sh, short hairpin.

**Figure 10:**
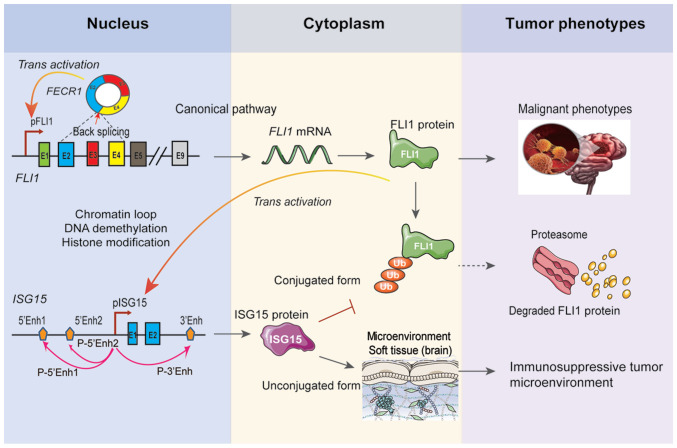
The exonic circRNA *FECR1-FLI1-ISG15* crosstalk circuitry. *FLI1* not only drives tumor growth through the canonical oncoprotein pathway, but it also influences glioblastoma development at multiple levels. In addition to its linear mRNA, the *FLI1* gene also transcribes an exonic circRNA *FECR1*, composed of FLI1 exons 4-2-3 that is produced by back splicing. Through a positive feedback mechanism, exonic circRNA *FECR1* can upregulate its parental gene transcription. *FLI1* protein acts as a key transcription factor after entering the nucleus where it promotes the transcriptional expression of *ISG15* through epigenetic mechanisms. A positive feedback regulatory loop between *FLI1* and *ISG15* contributes to the malignant and immunosuppressive tumor microenvironment in glioblastoma.

## Data Availability

The data generated in the present study may be requested from the corresponding author. RNA-seq data generated in the present study have been deposited in NIH GEO databases under accession number of GSE316716 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE316716). The data of LC-MS/MS have been deposited in the OMIX, China National Center for Bioinformation / Beijing Institute of Genomics, Chinese Academy of Sciences with the accession no. OMIX016920 (https://ngdc.cncb.ac.cn/omix/release/OMIX016920) (70,71).

# Supplementary material for: FLI1 enhances the malignant phenotype of glioma cells and exerts immunomodulatory effects through feedback crosstalk with exonic circRNA FECR1 and interferon-induced ISG15
**Source:** Int J Mol Med. 2026 Jul 1;58(3):241. doi: 10.3892/ijmm.2026.5912

Figure S1. The exonic circRNA *FECR1*-*FLII* positive feedback loop in glioma cells. (A) Upregulation of *FLII* by its exonic circRNA *FECR1* through a positive feedback mechanism. Exonic circRNA *FECR1* is formed by back splicing of *FLII* exon 4 to exon 2. After binding to the *FLII* promoter, exonic circRNA *FECR1* recruits TET1 demethylase and induces DNA demethylation in the promoter CpG islands. Additionally, exonic circRNA *FECR1* also inhibits DNA methyltransferase DNMT1 to induce DNA demethylation. Using this positive feedback mechanism, exonic circRNA *FECR1* regulates *FLII* transcription in tumors [11]. (B) Exonic circRNA *FECR1* expression in U87MG cells. Exonic circRNA *FECR1* is formed by back splicing of *FLII* exons E4-E2-E3. The back splicing site of exonic circRNA *FECR1* was verified by reverse transcription-quantitative PCR sequencing. (C) RNA fluorescence in situ hybridization (FISH) for exonic circRNA *FECR1*. Nuclei were stained with DAPI. 18S as control. Scale bar, 10  $\mu$ m. BF, bright-field.

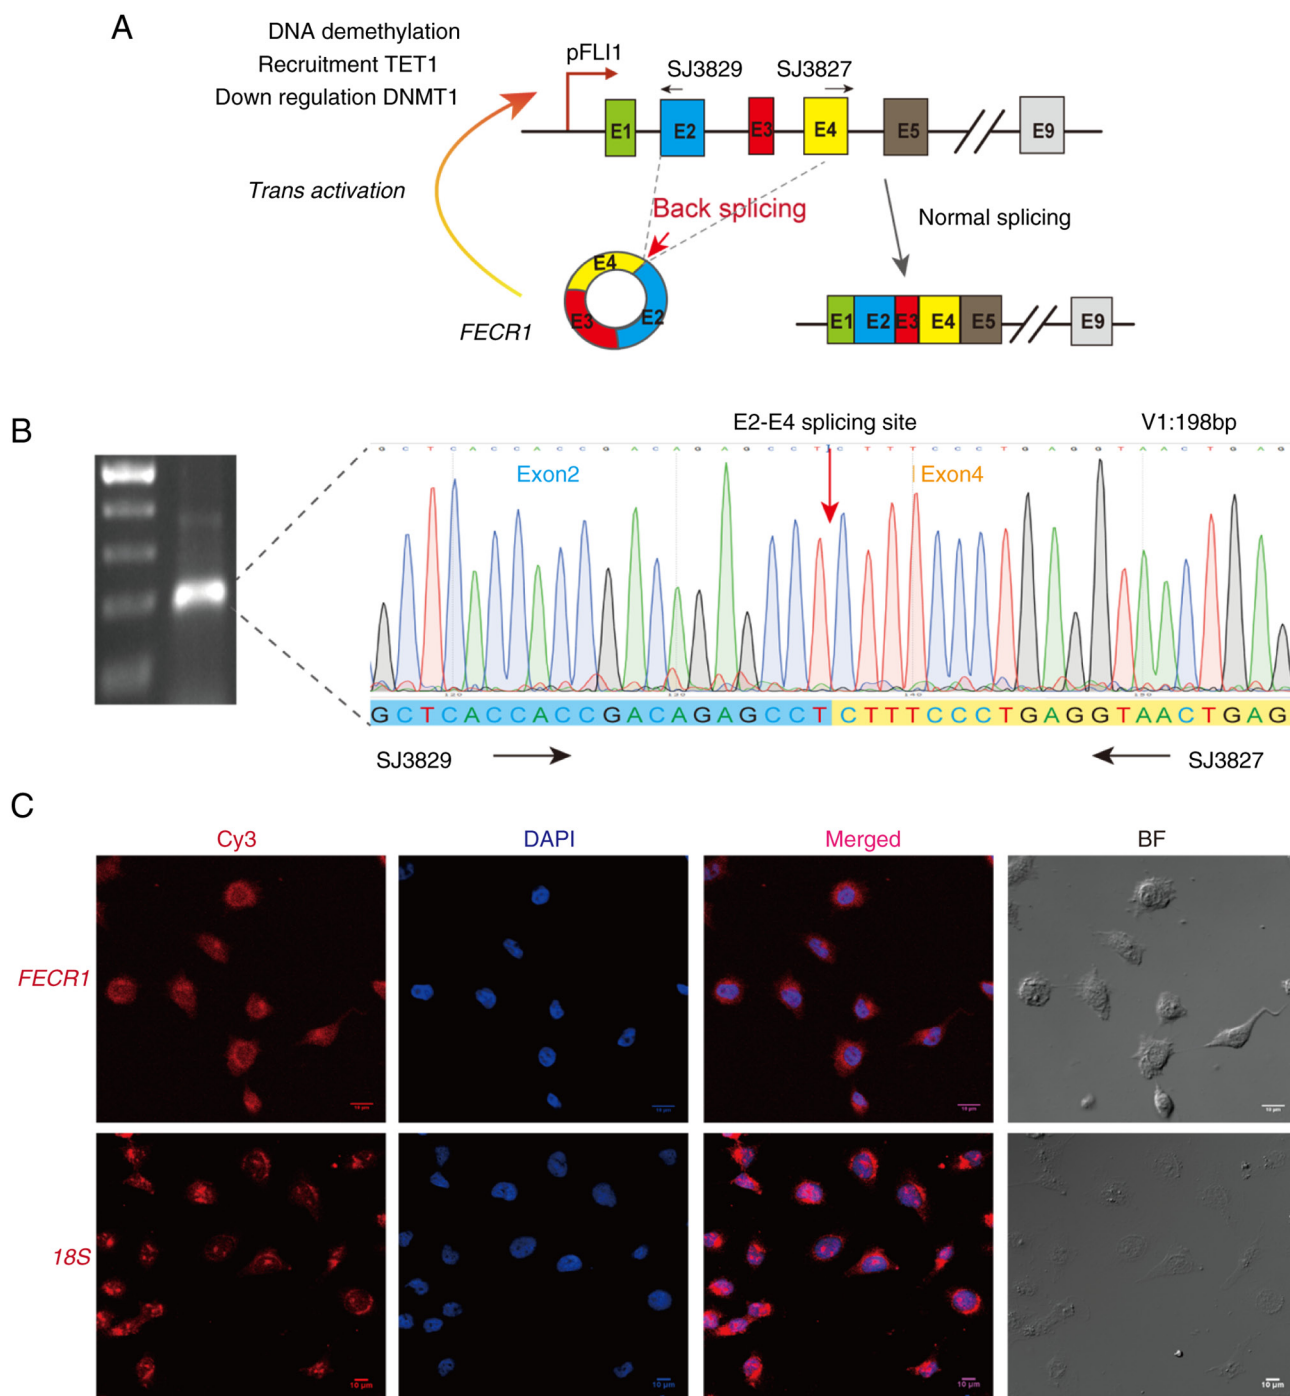

Figure S2. Exonic circRNA *FECR1* upregulates *FLI1* in glioma cells. (A) Location of PCR primers used for exonic circRNA *FECR1* binding *FLI1* (top). Binding of exonic circRNA *FECR1* in the *FLI1* locus (bottom). Two primer sets P1, P2 and E1 was used to quantitate *FLI1* in promoter and exon 1 of *FLI1*. The primer set 5'Ctl for the promoter upstream site was used as the negative control. Exonic circRNA *FECR1* was (B) overexpressed and (C) knocked down in U87MG cells. Reverse transcription PCR was performed to quantitate the exonic circRNA *FECR1* and *FLI1* expression level (Left). Error bars represent the standard error of the average of three independent PCR reactions. \* $P < 0.05$ , \*\*\* $P < 0.001$  as compared with CTL. The abundance of *FLI1* protein was assessed by western blotting (Right). CTL, control; OE, overexpression; sh, short hairpin.

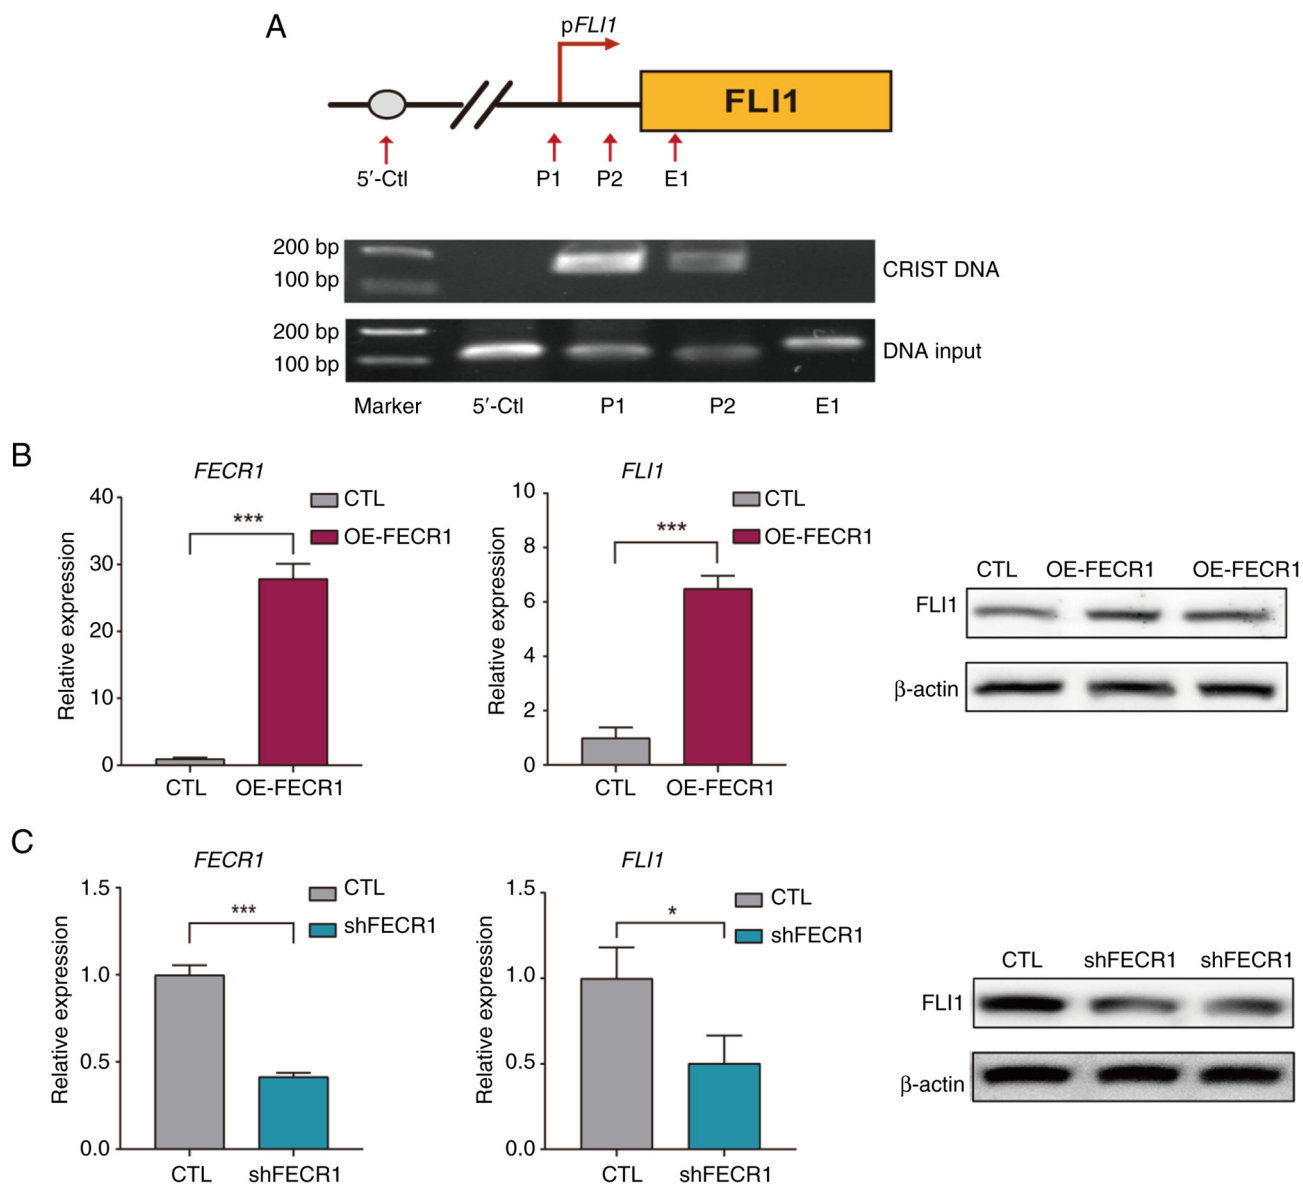

Figure S3. Cas9 *FLI1* knockdown affects tumor phenotypes in glioma cells. (A) *FLI1* protein was assessed by western blotting in Cas9 *FLI1* knockdown glioblastoma cells. *FLI1* was knocked down using Cas9 *FLI1* gRNA in U87MG and U251MG cells. (B) Cas9 *FLI1* cell proliferation was determined using the Cell Counting Kit 8 assay. (C) Cas9 *FLI1* tumor sphere colonies as measured by colony-forming assay. Cell colonies were stained on day 21. (D) Quantitation of tumor sphere colonies. \*\*\* $P < 0.001$  as compared with the CTL. (E) Viability of cells after *FLI1* knockdown by Cas9 *FLI1* gRNA in U87MG and U251MG cells. (F) Quantitation of the apoptotic cells and necrotic cells. \*\* $P < 0.01$ , \*\*\* $P < 0.001$  as compared with the CTLs. CTL, vector control cells.

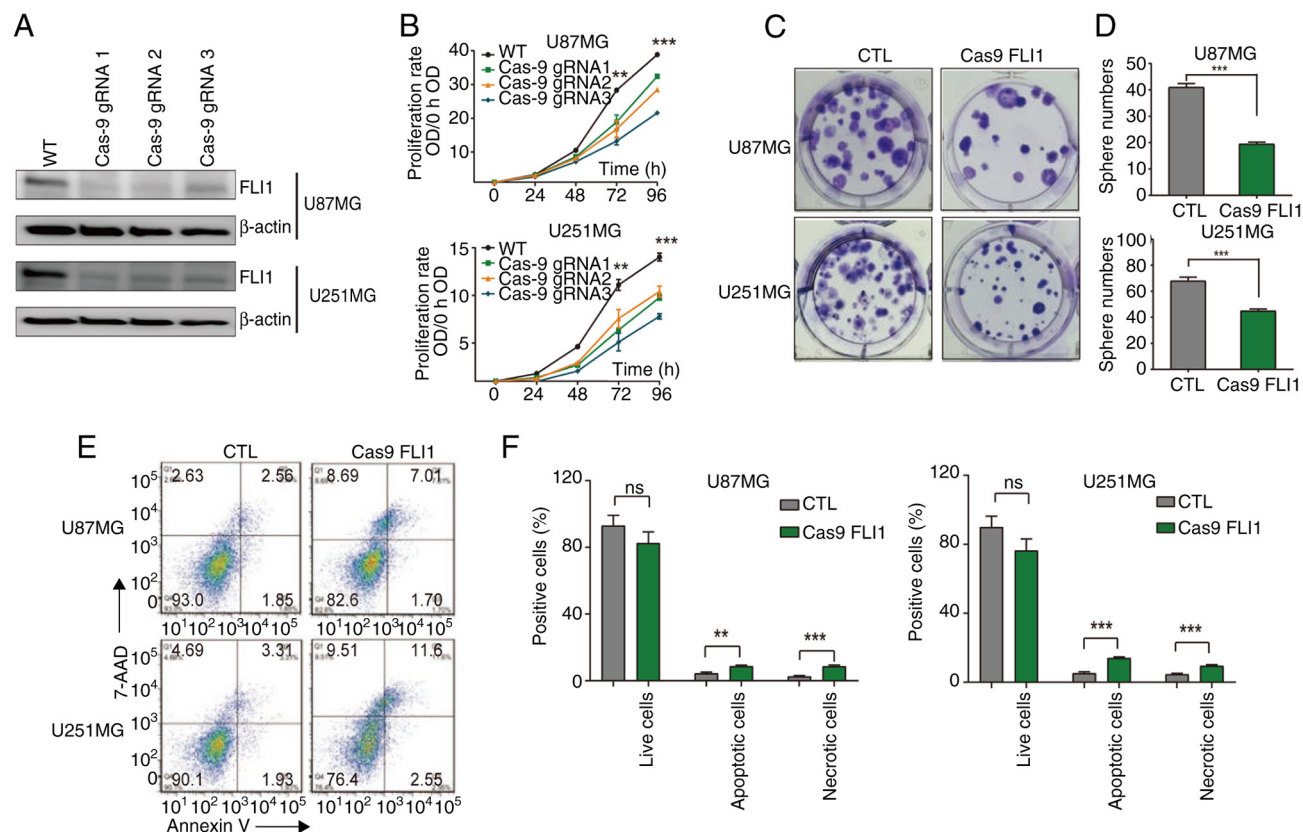

Figure S4. *ISG15* stabilizes *FLI1* in glioma cells using a positive feedback mechanism. (A) Fluorescent microscope image showing the subcellular localization of GFP-FLI1 and *ISG15*; DAPI was used to stain the nucleus. (B) Representative western blots for *FLI1* and *ISG15* immunoprecipitated by FLI1-specific, *ISG15*-specific and immunoglobulin G (IgG: negative control) antibodies. (C) *ISG15* was knocked down using sh*ISG15* in U87MG. Reverse transcription quantitative PCR was performed to quantitate the *ISG15* and *FLI1* mRNA expression level. Error bars represent the standard error of the average of three independent PCR reactions. \*\*\* $P < 0.001$  as compared with CTL. ns: Not statistically significant. (D) The abundance of FLI1 and *ISG15* protein was assessed by western blotting. Note, *FLI1* transcript levels were not affected after *ISG15* knockdown, while translation levels were significantly lower. (E) FLI1-Flag was co-expressed with HA-ubiquitin in 293 cells. Cell lysates were lysed in denaturing protein extraction buffer, followed by immunoprecipitation with mouse Flag antibodies. The immunoprecipitates and cell lysates were detected with rabbit Flag antibodies and HA antibodies. (F) A cycloheximide (CHX) chase assay for FLI1 expression in U87MG cells. CTL, vector control cells; sh, short hairpin; WCL, whole cell lysate. BF, bright-field.

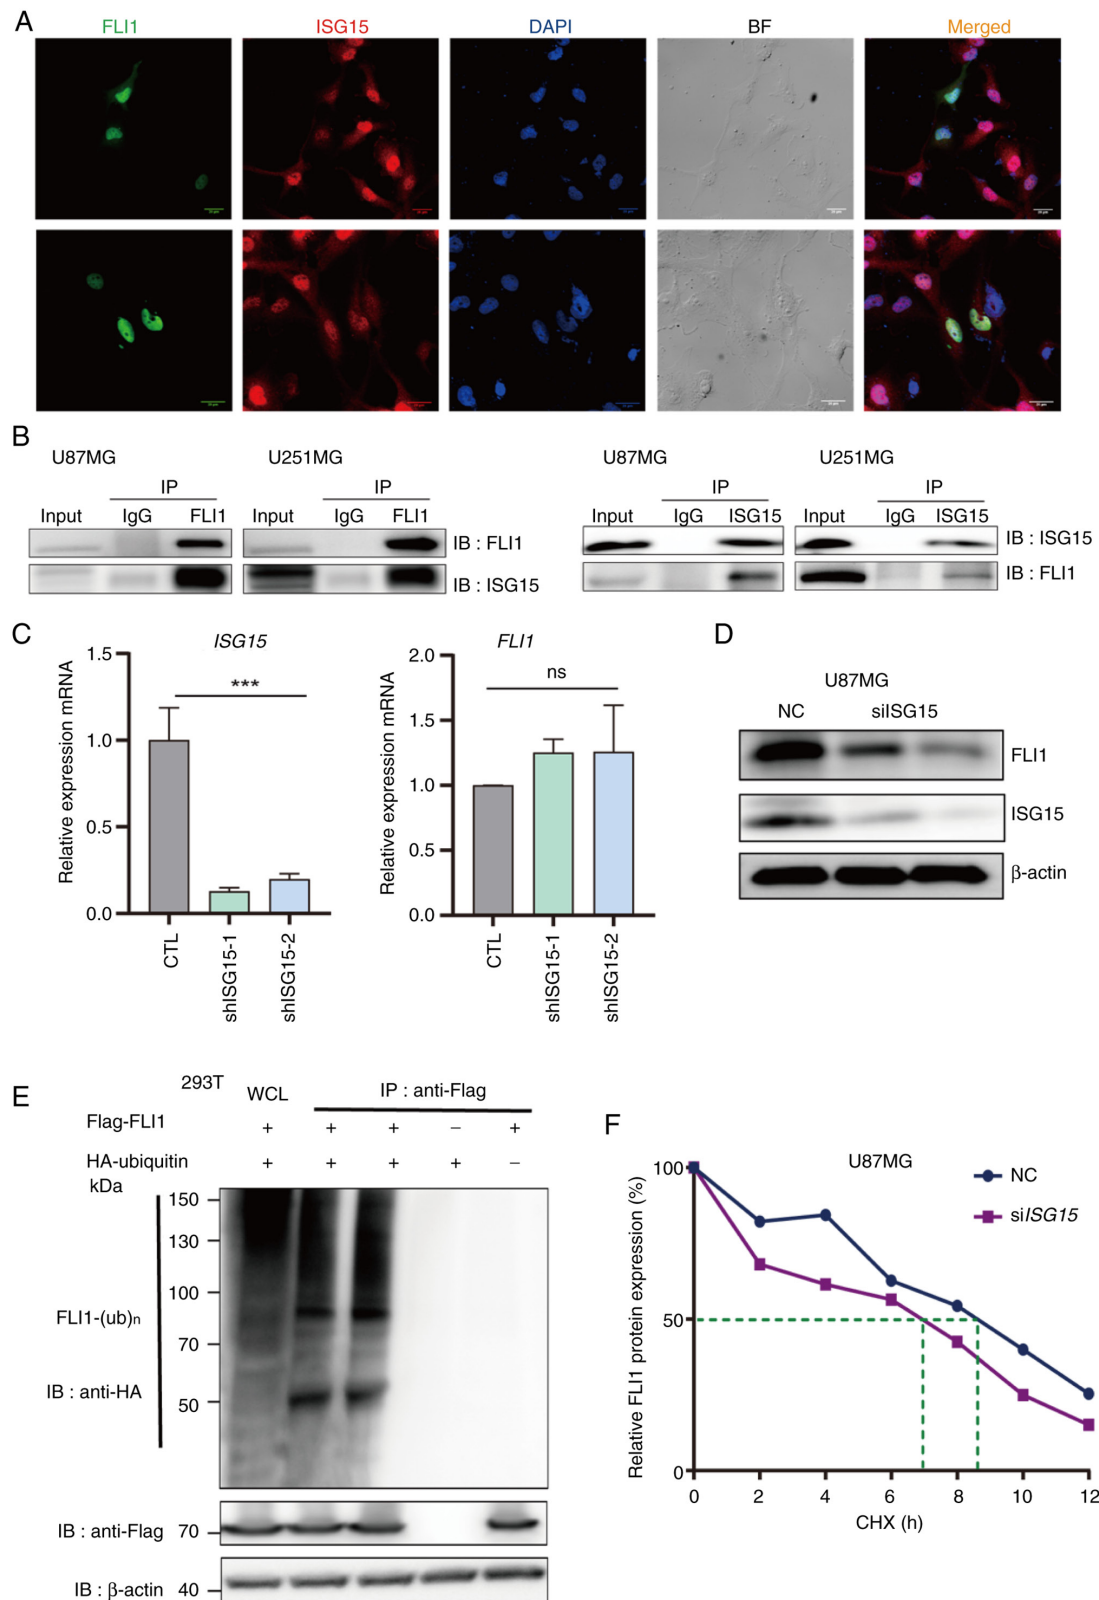

Figure S5. *ISG15* is associated with the development of glioma. (A) *ISG15* was highly expressed in glioma compared with normal brain specimens ( $P < 0.05$ ). (B) Histological grade of glioma. The expression level of *ISG15* was positively correlated with the histological grade of gliomas. One-way ANOVA demonstrated that *ISG15* levels varied significantly among the different histological grades ( $P = 1.3 \times 10^{-17}$ ). (C) *ISG15* expression in *IDH* mutation and *IDH* wild-type cells. One-way ANOVA showed a highly significant difference in *ISG15* levels between the two groups ( $P = 6.7 \times 10^{-13}$ ). (D) *ISG15* expression in *1p/19q* co-deletion and Non-codel cells. *ISG15* levels were significantly lower in the *1p/19q* co-deletion group compared with the Non-codel group ( $P = 3.1 \times 10^{-15}$ ). (E) Overall survival. Elevated *ISG15* expression was associated with reduced OS ( $P = 0.0001$ ). (F) Overexpression of *ISG15* in glioma tissues. *ISG15* expression was quantitated by immunohistochemical staining and was evaluated as the expression score. Red arrow: Dark brown immunohistochemical staining of *ISG15* oncoprotein. \* $P < 0.05$  in IV glioma tissues as compared with II/III glioma tissues. Scale bar, 200  $\mu\text{m}$ . The gene expression data in Fig. S5A were generated from the GEPIA web server <http://gepia.cancer-pku.cn/index.html>. Histological grade, molecular features and survival data in Figures S5B-S5E were retrieved from Chinese Glioma Genome Atlas <https://www.cgga.org.cn/index.jsp>. NTC, non-tumoral controls; T, tumors; N, number, *IDH*, isocitrate dehydrogenase.

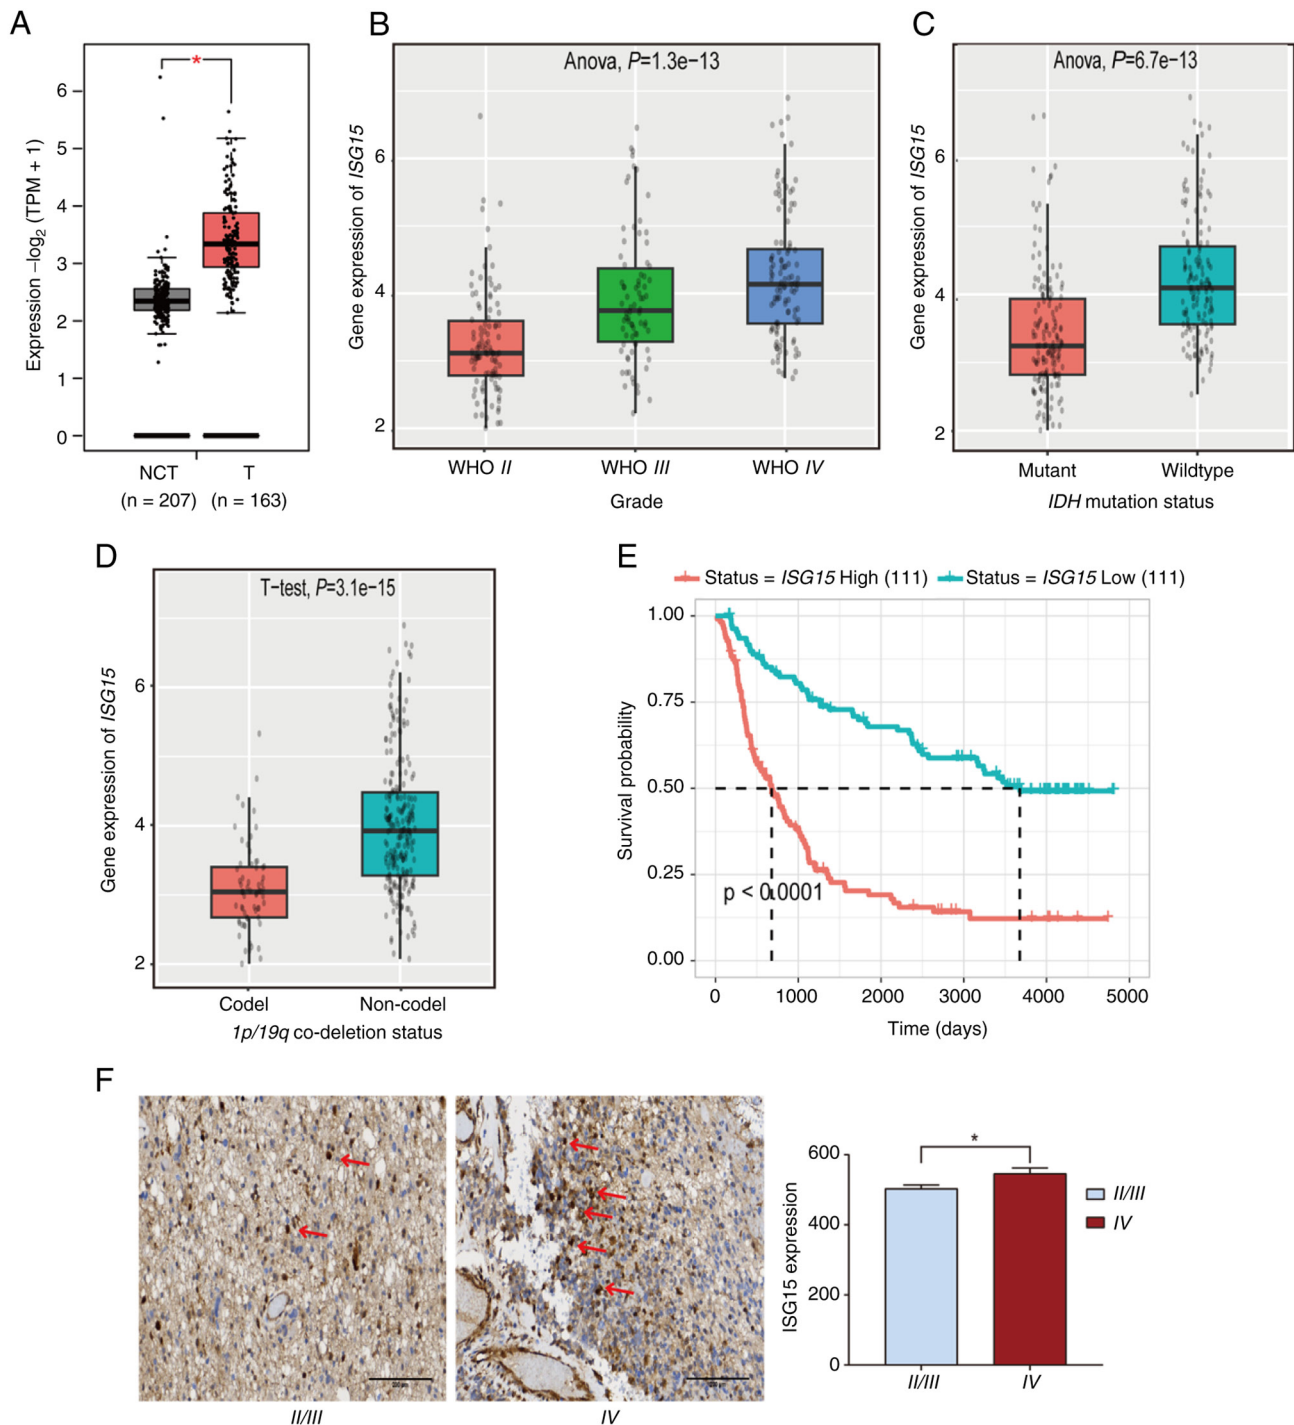

Figure S6. *FLI1* binds to the *BCL2* promoter. (A) Location of PCR primers used for *FLI1* binding *BCL2*. Two primer sets SJ4158/SJ4159 and SJ4160/SJ4161 were used to quantitate *FLI1* in promoter and exon1 of *BCL2*. The primer set SJ4154/SJ4155 (5'Ctl) was used as the negative control. (B) *FLI1* in the *BCL2* promoter of U87MG cells (Left) and U251MG cells (Right). *FLI1* in the *BCL2* promoter were measured by ChIP assay. Normal mouse IgG was used as a negative control and was used for normalization. The data are the mean  $\pm$  SD from three independent experiments. \*\*\*P<0.001 as compared with control cells (CTL). ns: Not statistically significant.

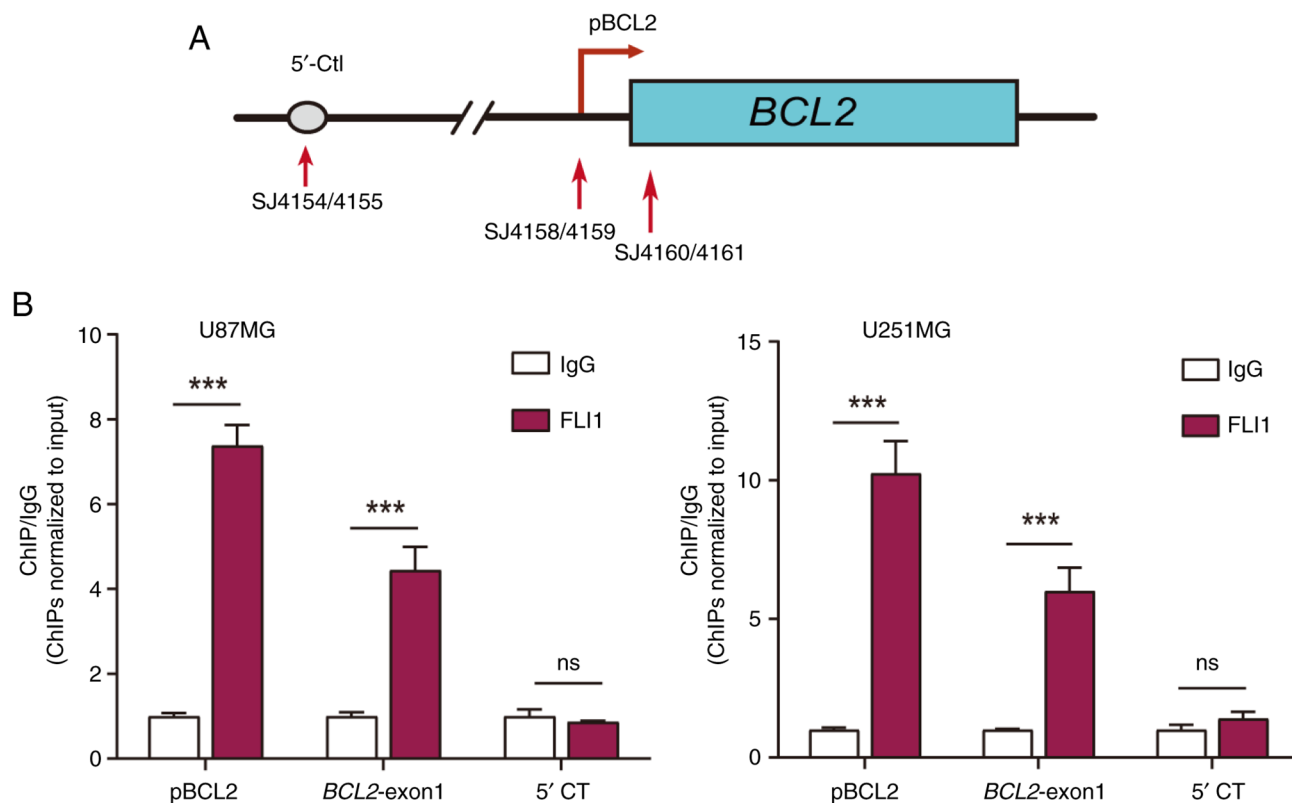

Figure S7. *FLI1* overexpression induces DNA demethylation in the *ISG15* promoter. Alteration of DNA methylation at the *ISG15* site in U87MG cells. Numbers in parenthesis: Percentage of methylated CpGs. Note the demethylation status DNA methylation in OE FLI1. OE, overexpression.

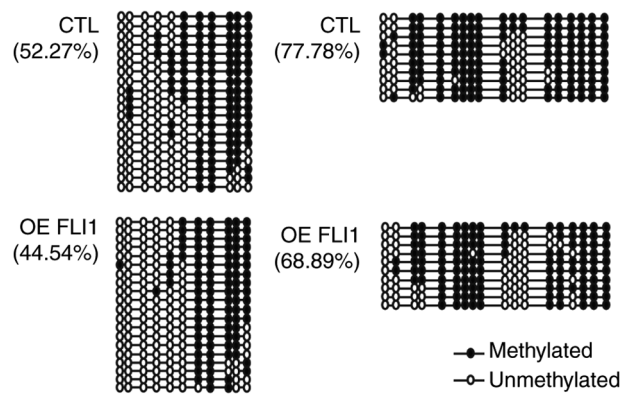

**Supplement:** Supplementary file 1

# Supplementary material for: FLI1 enhances the malignant phenotype of glioma cells and exerts immunomodulatory effects through feedback crosstalk with exonic circRNA FECR1 and interferon-induced ISG15
**Source:** Int J Mol Med. 2026 Jul 1;58(3):241. doi: 10.3892/ijmm.2026.5912
**Supplement:** Supplementary file 2

Table SI. Oligonucleotide used for small interfering RNA.

| Oligo name        | Sense                   | Antisense               |
|-------------------|-------------------------|-------------------------|
| <i>FLII</i> -1142 | CCCUUCUGACAUCUCCUACAUTT | AUGUAGGAGAUGUCAGAAGGGTT |
| <i>FLII</i> -294  | CCCAUGAACUACAACAGCUAUTT | AUAGCUGUUGUAGUUCAUGGGTT |
| <i>ISG15</i> -142 | CAUGUCGGUGUCAGAGCUGAATT | UUCAGCUCUGACACCGACAUGTT |
| Negative control  | UUCUCCGAACGUGUCACGUTT   | ACGUGACACGUUCGGAGAATT   |

Table SII. Oligonucleotide used for short hairpin RNA.

| Oligo name              | Targeting of the sequence |
|-------------------------|---------------------------|
| <i>FLL1-1</i>           | CCCATGAACTACAACAGCTAT     |
| <i>FLL1-2</i>           | CCCTTCTGACATCTCCTACAT     |
| <i>ISG15-1</i>          | CATGTCGGTGTCTCAGAGCTGAA   |
| <i>Negative control</i> | TTCTCCGAACGTGTCACGT       |

Table SIII. Oligonucleotide primers used for reverse transcription-PCR.

| ID             | Oligo name | Oligo sequence             | Product size |
|----------------|------------|----------------------------|--------------|
| <i>FLL1</i>    | SJ205      | AGGGGCACAAACGATCAGTA       | 124bp        |
|                | SJ206      | GAATTGCCACAGCTGGATCT       |              |
| <i>FECR1</i>   | SJ3827     | CTGTTGTCACACCTCAGTTAC      | 198bp        |
|                | SJ3829     | CTGGCTGATTGATCCACTCCTGC    |              |
| $\beta$ -actin | J880       | CAGGTCATCACCATTGGCAATGAGC  | 135bp        |
|                | J881       | CGGATGTCCACGTCACACTTCATGA  |              |
| U2             | JH1055     | ATCTGTTCTTATCAGTTTAATATCTG | 151bp        |
|                | JH1056     | GGGTGCACCGTTCCTGGAGGTAC    |              |

Table SIV. Oligonucleotide primers used for *FECRI CRIST* assay.

| Oligo name |        | Oligo sequence               | Product size(bp) |
|------------|--------|------------------------------|------------------|
| 5'-Ctl     | JH2521 | GCATAATCTTATTTGTCCTCCAATAACC | 124              |
|            | JH2522 | GCAGAAAAGTTCTCCCACAAGC       |                  |
| P1         | JH4053 | CTCGGTTTTTCGTCCGAGTCTTC      | 119              |
|            | JH4054 | TTTTTCCAGCCGGAGACAAACT       |                  |
| P2         | JH2756 | GGGCTGCGAGGTCAGGCT           | 106              |
|            | JH4528 | GTTGCCCCGCCGCTTACCTTA        |                  |
| E1         | JH2528 | AGGGAGCTATAAGAGCCTAT         | 163              |
|            | JH2529 | GAGACACTTGCATGAACACATC       |                  |

Table SV. Oligonucleotide primers used for *ChIP*.

| <i>A, ISG15 CHIP</i> |        |                             |                   |
|----------------------|--------|-----------------------------|-------------------|
| Oligo name           |        | Oligo sequence              | Product size (bp) |
| A                    | SJ4150 | ACACCAATCTGAGCAAATACTG      | 158               |
|                      | SJ4151 | GCTGTCATCACATGGACTAATG      |                   |
| B                    | SJ4152 | TTATAATAGGGCCGGTGCTGCC      | 119               |
|                      | SJ4153 | GCCTTACCATGGCTGTGGGCTG      |                   |
| C                    | SJ4154 | CCACTGACGGCGTCCAACCTC       | 134               |
|                      | SJ4155 | CTCTCCAGAAGAGCAGAGGCAAG     |                   |
| <i>B, BCL2 CHIP</i>  |        |                             |                   |
| Oligo name           |        | Oligo sequence              | Product size (bp) |
| A                    | SJ4158 | ACCAGGAGGAGGAGAAAGGGTG      | 108               |
|                      | SJ4159 | CTAAAAAGGATGACTGCTACGAAGTTC |                   |
| B                    | SJ4160 | CGCGTCCTGCCTTCATTTATCCAG    | 169               |
|                      | SJ4161 | CAGGCATGAATCTCTATCCACGGG    |                   |

Table SVI. Oligonucleotide primers used for Chromosome conformation capture.

| ID                           | Oligo name | Oligo sequence          |
|------------------------------|------------|-------------------------|
| promoter, 1 <sup>st</sup>    | SJ4510     | ACACCAATCTGAGCAAATACTG  |
| promoter, 2 <sup>nd</sup>    | SJ4260     | GAGTGTTGTTATCTCTGGGTAG  |
| promoter, 1 <sup>st</sup>    | SJ4261     | TGCCCCAGAGTGAGCGGAAG    |
| promoter, 2 <sup>nd</sup>    | SJ4262     | CCGAATGACCGAAAGACAGGG   |
| promoter, 1 <sup>st</sup>    | SJ4263     | GTGGGCTCTGTGCCAGCC      |
| promoter, 2 <sup>nd</sup>    | SJ4264     | TCTCCCTCCCCAGCCAAG      |
| promoter, 1 <sup>st</sup>    | SJ4265     | CCAGTGCCTTGTGTGTGG      |
| promoter, 2 <sup>nd</sup>    | SJ4266     | TGGCGCCGCAGTCTCTGAAC    |
| 5'enhancer 1,1 <sup>st</sup> | SJ4267     | CGCGGGAAGTCGGGAAGG      |
| 5'enhancer 1,2 <sup>nd</sup> | SJ4268     | CTCGGTCTCGAGCCTCTTGG    |
| 5'enhancer 1,1 <sup>st</sup> | SJ4269     | CTCTGTCTGCTCCCAAGGCTTTC |
| 5'enhancer 1,2 <sup>nd</sup> | SJ4270     | TGCAGCCCTCCGTGCTCCA     |
| 5'enhancer 2,1 <sup>st</sup> | SJ4271     | GGCCGGCCATTGTGTCTG      |
| 5'enhancer 2,2 <sup>nd</sup> | SJ4272     | CACCCTCCCTCCTTCCTG      |
| 5'enhancer 2,1 <sup>st</sup> | SJ4273     | CGGCAGCTGAGGGACAGC      |
| 5'enhancer 2,2 <sup>nd</sup> | SJ4274     | CCAGGTGTCCAGCATGGC      |
| 5'enhancer 2,1 <sup>st</sup> | SJ4275     | CTCTCTGCCAGAGCCGTG      |
| 5'enhancer 2,2 <sup>nd</sup> | SJ4276     | CCTGGAGTCCTACCCACTCTC   |
| 3'enhancer, 1 <sup>st</sup>  | SJ4277     | GAGGCAGGCGGACCACTTG     |
| 3' control                   | SJ4279     | GTTACCGTGCCCTGTCTG      |
| 3' control                   | SJ4280     | ATGGGCCTGGCCTAGACTTC    |
| 5' control                   | SJ4281     | CTATAAAGAAACGCCTGACAG   |

Table SVII. Oligonucleotide primers used for *ISG15 DNA methylation*.

| Oligo name |        | Oligo sequence                 | Product size (bp) |
|------------|--------|--------------------------------|-------------------|
| CpG1       | SJ4193 | TTAGTGTTTTGTGTGTGGTGGGTT       | 255               |
|            | SJ4194 | CCCTAACTAACAAAAAAAAACCCTATCCTA |                   |
| CpG2       | SJ4195 | TAGGGTTTTTTTTGTAGTTAGGGTT      | 378               |
|            | SJ4196 | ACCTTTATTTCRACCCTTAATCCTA      |                   |

How the deposited data were processed for this re-analysis (not part of the article)

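RNA-seq libraries of U87MG and U251MG glioblastoma cells were analysed, 1 of control cells and 1 of shFLI1 cells in each cell line. Libraries were assigned to conditions from the sample labels and the paper, and table columns by their headings. The paper and the labels name different library kits, and both describe mRNA libraries.

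The authors removed adapters and low-quality reads, aligned the reads to GRCh38 with HISAT2 and computed FPKM with StringTie. The paper names DESeq2 for its differentially expressed genes and, for its experiments in general, at least 3 biological replicates. Here 1 library per arm in each cell line was analysed, from which DESeq2 cannot estimate dispersion within a cell line, and the paper's text does not say how P was computed for each cell line. The deposited table holds 216388 RNAs with 1 estimated count per library for each, which is not normalized; the tool behind these counts is not stated in the paper's text. The deposited FPKM values are the authors' own, per kilobase of transcript and scaled to mapped fragments. Of the RNAs, 185042 are linear and 31346 are circular RNAs with whole counts and no FPKM, each with at least 10 counts summed over the 4 libraries. A further 10 value columns, TPM and means over cell lines, were not used. Estimated counts can be split between transcripts and between near-identical genes, and this affects paralogs and read-through genes.

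Counts of linear RNAs were summed over each of 46660 gene identifiers and rounded. Of 24411 Entrez identifiers, 23775 had a symbol in the NCBI RefSeq table of GRCh38, and the identifiers without a symbol were kept under their own identifier. Totals per library ranged from 12229780 to 28891055 counts. The 10 most abundant genes took between 10.6% and 18.4% of the counts. A pair of short RNAs took between 6.15% and 12.2% of the counts but between 54.3% and 65.3% of the summed FPKM.

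Analyses used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and Python 3.11.15. Counts were scaled by TMM over the 4 libraries, and fold changes used a prior count of 2. Genes with at least 10 counts in 1 library of a cell line were called at more than 2-fold and a two-sided exact binomial test on reads with effective library sizes at P below 0.05, after the threshold in the legend of Fig. 3A. For genes with many reads edgeR's implementation uses a chi-square form of that test. With 1 library per arm no spread between replicates could be estimated, and 95% intervals are Clopper-Pearson intervals of the read proportions. For folds, a level of 3 counts or fewer was counted as 3, and such folds are not confidence limits. PCR reads are not independent molecules, so intervals cover counting error only. The only replicated contrast was edgeR's quasi-likelihood test over the 4 libraries, with the cell line as a block and genes kept by filterByExpr, in which the 2 cell lines serve as replicates of the knockdown.

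Gene lists of 50 interferon-stimulated genes, 43 S phase genes and 54 G2/M genes were written before the data were examined. Each list's median log2 fold change was set against the medians of 10000 random lists matched on mean expression in 50 bins, and its percentile describes these libraries only. The genes named in the text were every gene the paper names for the RNA-seq or for a protein it followed after knockdown, *BCL2*, its positive control for FLI1 binding, and the 5 genes that rose most and the 5 that fell most among those called in the same direction in both cell lines, ranked by the smaller of their 2 log2 fold changes; genes outside this rule are marked where they appear, and some genes within it are not reported here. GC content and length were medians over GENCODE transcripts of each symbol, and their trend was removed with splines of 5 degrees of freedom.

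The scripts were tested on simulated counts with 200 genes changed by known amounts. The read test recovered 100.0% of them in each cell line (16675 and 17518 genes tested), edgeR's quasi-likelihood test recovered 100.0% and DESeq2 95.0% (16857 genes tested). Of the genes simulated without a change, the read test called 149 in U87MG and 118 in U251MG, edgeR's quasi-likelihood test 12 and DESeq2 3. The changed genes all had a mean of at least 100 counts and the same size of change, larger than 2-fold. Counts for the read test held counting error alone, which is the error that test assumes. Its recovery does not speak for genes with few counts or smaller changes, and its false calls leave out spread between cultures. Alternatives covered other scalings, filters, prior counts, tests, thresholds and the authors' FPKM. KEGG pathway counts were not run, since the table does not annotate pathways and no pathway table was used here. circRNAs were not tested one by one, since the table does not pair their identifiers with genes.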

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

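The tests of depth, GC content and length, abundant RNAs, interferon transcripts and the authors' filter were chosen before their results were seen, and the *FLI1* check on labels after.

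Interferon-stimulated genes other than *ISG15*, which the paper does not report from the RNA-seq, were higher in both control libraries than in the shFLI1 libraries. Of 50 listed genes, 48 were tested in each cell line, and all 48 were lower in shFLI1 cells, with a median log2 fold change of -1.86 in U87MG and -2.91 in U251MG. Among 10000 random lists matched on mean expression the lowest medians were -0.21 and -0.18. In both cell lines, 41 of the listed genes were called lower, out of 237 genes called lower in both. The shared edgeR test had 45 of the 48 lower at a Benjamini-Hochberg adjusted P below 0.05. *ISG15* ranked 15 of 49 by the size of its fall in U87MG and 16 of 49 in U251MG, so 14 and 15 of the listed genes fell further.

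Several technical explanations run against these values. With the shFLI1 libraries thinned to the depth of their controls the medians were -1.93 and -2.85. After removal of the trend with GC content and length they were -1.89 and -2.91. With the 10 most abundant genes left out of the scaling they were -1.80 and -2.87. A swap of labels runs against the log2 fold change of *FLI1*, -1.95 in U87MG and -1.68 in U251MG. What stays open is why the response was higher in control cells. An effect of *FLI1* on the interferon response is a candidate explanation, and a response of the control cultures to their lentivirus or to their handling is another. The control library held 9 counts of interferon transcripts in U87MG and 8 in U251MG, and the shFLI1 library 17 and 6, too few to decide whether the control cells made interferon. With 1 control culture per cell line and no uninfected library analysed here, these explanations cannot be told apart.

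The circular RNA counts, which the paper does not report from these libraries, took a larger share of all counts in shFLI1 than in control cells, although the libraries were made from poly-T purified mRNA. The share was 8.82% in U87MG control and 10.4% in U87MG shFLI1, a log2 ratio of 0.24, and 8.35% and 8.84% in U251MG, a log2 ratio of 0.081. Without the 10 most abundant circRNAs the log2 ratios were 0.29 and 0.13. Over circRNAs with at least 100 counts in total they were 0.14 and 0.025, so part of the difference lies in low-count circRNAs, which the authors' minimum of 10 counts admits more readily from deeper libraries. Whether reads of linear RNAs were counted on circRNAs was not tested, and no biological explanation was tested. The difference has no replicate check.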

How the results depend on the processing

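Unless marked, the alternatives were set before the data were examined. Each condition has 1 library, so leaving out a replicate does not apply; the cell line block pairs the control and shFLI1 libraries. KEGG alternatives were not run.

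With at least 100 counts in 1 library, 555 genes were called in U87MG, 400 in U251MG and 149 in both. The authors' FPKM on the log2(value + 1) scale gave 1286, 876 and 289 genes, and a 1.5-fold threshold 3626, 2885 and 1049, the last 2 settings by construction a different measure and a looser threshold. Under the other alternatives, the main value included, the calls ranged from 1668 to 2640 in U87MG, 1266 to 2034 in U251MG and 365 to 567 in both. Of alternatives added after seeing the data, single RNAs in place of genes gave 25152, 25477 and 9335 calls, and identifiers with a symbol alone 1319, 913 and 293. Scaling to total counts raised the higher share of U87MG calls from 63.4% to 74.6%, and the median log2 fold change of all tested U87MG genes from 0.06 to 0.22. Among the genes called in both cell lines in the same direction, 138 were higher and 237 lower, against 207 and 202 with total counts and 24 and 120 with at least 100 counts in 1 library.

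The shared effect had 509 genes, 417 with DESeq2, 542 with DESeq2 size factors and 504 with at least 100 counts in every library. It had 0 without the cell line block (725 at an unadjusted P below 0.05), a fit that leaves differences between the cell lines in the residual. It had 1303 with at least 1 count in any library, and the cause of that larger number was not tested.

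*FLI1* had a log2 fold change of -1.14 in U87MG and -1.17 in U251MG with FPKM on the log2(value + 1) scale, which pulls low values towards 0. *ISG15* had -2.31 and -3.71 with total counts, -2.35 and -3.71 with FPKM at a pseudocount of 1, and -2.35 and -3.71 at 0.1. Its direction and its rank of 1 held under every alternative run. Of 230 values of other named genes under alternatives, 80 left their counting interval and 27 had another sign.

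The interferon list stayed below all random lists under every alternative run. The S phase median in U87MG was 0.024 with total counts and 0.020 with FPKM on the log2(value + 1) scale, against -0.14. Its percentile among random lists was 1.51 and 4.09, against 1.53. Scaling to total counts moves all U87MG genes upwards, and the percentile hardly changed. With FPKM the middle 95% of random lists ran from 0.0043 to 0.25, against -0.12 to 0.12 in the main setting. Matched genes therefore moved upwards too, although FPKM did not raise every gene. A shift of many genes goes with the change of sign, and how much of it that shift explains was not tested. The correlation of the cell lines was r = 0.58 and rho = 0.44 with at least 100 counts in every library. With a prior count of 0.25, r was 0.34. Without *ISG15* and the listed interferon-stimulated genes at the minimum of 100 counts, r was 0.52 and rho 0.43 (added after seeing the data). Low counts limit the fold changes of *FLI1* and of genes at 0 in 1 arm.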

Differences from the paper's values

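The paper names DESeq2 for its differentially expressed genes, and its text does not say how P was computed with 1 library per arm in each cell line, so the counts below may not rest on the same test as the paper's. In both cell lines, 440 genes passed the threshold, against the paper's 1156. Of the alternatives set before the data were examined, the 1.5-fold threshold gave 1049, within 1.5 times the paper's number, and none of the others did, from 149 with at least 100 counts to 567 without a filter. The alternatives added after seeing the values gave 293 to 379 genes, or 9335 single RNAs.

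In U87MG only, 1610 genes passed, against about 350 in Fig. 3A, read by eye. With at least 100 counts in 1 library there were 406, and none of the other alternatives set before the data were examined came within 1.5 times. In U251MG only, 1108 genes passed, against about 520 in Fig. 3A, read by eye. The FPKM on the log2(value + 1) scale gave 587, and identifiers with a gene symbol alone, an alternative chosen after seeing the values, gave 620; the other alternatives did not come within 1.5 times. No single setting reached the paper's number for all 3 counts.

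The paper presents *ISG15*, *GFAP*, *NES* and *ACTR2* as differentially transcribed after *FLI1* knockdown. Here *NES* had log2 fold changes of 0.51 and 0.70 and *ACTR2* 0.09 and 0.53, under 2-fold in both cell lines. The 1.5-fold threshold called *NES* in U251MG only. Of the 8 RNAs of *ACTR2*, taken one by one after the values were seen, 2 were called in U87MG and 0 in U251MG. In the shared test, *NES* had an adjusted P of 0.0486 with DESeq2 and 0.0105 with at least 1 count in any library. The paper describes the change of *ISG15* in Fig. 4B as an increment, and its counts fell, as the paper states for Fig. 4C.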

Other observations

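The tests in this part were chosen before their results were seen.

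Among the calls in U87MG, 63.4% were higher in shFLI1 cells. The share depended on the filter and the scaling, with 51.2% without a filter, 52.3% with at least 100 counts in 1 library and 74.6% with total counts. With the shFLI1 library thinned to the depth of the control, 54.9% were higher, so the deeper library is a candidate explanation for much of the excess in the main setting. A removal of the trend with GC content and length gave 46.5%, but only 53.5% of the called genes had a GC value, so that check is void. In U251MG, 52.3% of the calls were higher, and the share fell on either side of an even split, with 33.8% at the minimum of 100 counts, 45.1% without a filter and 57.6% with total counts. Thinning gave 46.2% and the void GC check 37.6%, and neither decides between explanations here.

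The 2 cell lines share no library, and their log2 fold changes were correlated across the 9772 genes with at least 100 counts in every library (r = 0.58). *ISG15* and the listed interferon-stimulated genes alone do not account for this, since r was 0.52 over the 9729 genes left without them. Genes outside the list stayed in, so the check speaks for the listed genes only.

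The paper reports more cells in S phase by flow cytometry in other samples. In the RNA-seq libraries, the 43 S phase genes had a median log2 fold change of -0.14 in U87MG (percentile 1.53 among random lists) and -0.31 in U251MG (percentile 0). The 54 G2/M genes had 0.31 in U87MG (percentile 100) and 0.03 in U251MG (percentile 68.9); whether the cell lines differ was not tested. The G2/M median in U87MG was 0.25 after removal of the trend with GC content and length and 0.27 after thinning, which argues against both as the whole cause. A change in the cell cycle and a difference between cultures both stay open.

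By western blotting after knockdown, the paper reports higher P27, p38 and *CASP8* protein. For AKT, MEK and ERK it reports lower levels of the phosphorylated forms. Transcript levels measure neither protein amount nor phosphorylation, so the values below do not test those results. For proteins the paper followed after knockdown, the transcripts given here changed by less than 2-fold in both cell lines. The log2 fold changes in U87MG and U251MG were -0.05 and 0.16 for *CDKN1B* (P27), -0.31 and -0.19 for *CASP8* and -0.16 and -0.14 for *MAPK14* (p38). They were -0.12 and -0.08 for *AKT1* (AKT), -0.00 and -0.05 for *MAP2K1* (MEK) and -0.04 and 0.06 for *MAPK3* (ERK). *PIK3CA* (PI3K) had 0.80 and 0.39. *BCL2*, which the paper used as a positive control for FLI1 binding and not as a protein followed after knockdown, had -0.05 and -0.41.

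An RNA listed as LOC105378179, one of the abundant short RNAs, overlaps *RN7SL2*, a 7SL RNA gene on chromosome 14 of GRCh38 at 49862550 to 49862849 on the minus strand. It was singled out after its values were seen.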
